# H1 restricts euchromatin-associated methylation pathways from heterochromatic encroachment

**DOI:** 10.7554/eLife.89353

**Published:** 2024-05-30

**Authors:** C Jake Harris, Zhenhui Zhong, Lucia Ichino, Suhua Feng, Steven E Jacobsen

**Keywords:** DNA methylation, epigenetics, RdDM, *A. thaliana*

## Abstract

Silencing pathways prevent transposable element (TE) proliferation and help to maintain genome integrity through cell division. Silenced genomic regions can be classified as either euchromatic or heterochromatic, and are targeted by genetically separable epigenetic pathways. In plants, the RNA-directed DNA methylation (RdDM) pathway targets mostly euchromatic regions, while CMT DNA methyltransferases are mainly associated with heterochromatin. However, many epigenetic features - including DNA methylation patterning - are largely indistinguishable between these regions, so how the functional separation is maintained is unclear. The linker histone H1 is preferentially localized to heterochromatin and has been proposed to restrict RdDM from encroachment. To test this hypothesis, we followed RdDM genomic localization in an *h1* mutant by performing ChIP-seq on the largest subunit, NRPE1, of the central RdDM polymerase, Pol V. Loss of H1 resulted in NRPE1 enrichment predominantly in heterochromatic TEs. Increased NRPE1 binding was associated with increased chromatin accessibility in *h1*, suggesting that H1 restricts NRPE1 occupancy by compacting chromatin. However, RdDM occupancy did not impact H1 localization, demonstrating that H1 hierarchically restricts RdDM positioning. H1 mutants experience major symmetric (CG and CHG) DNA methylation gains, and by generating an *h1/nrpe1* double mutant, we demonstrate these gains are largely independent of RdDM. However, loss of NRPE1 occupancy from a subset of euchromatic regions in *h1* corresponded to the loss of methylation in all sequence contexts, while at ectopically bound heterochromatic loci, NRPE1 deposition correlated with increased methylation specifically in the CHH context. Additionally, we found that H1 similarly restricts the occupancy of the methylation reader, SUVH1, and polycomb-mediated H3K27me3. Together, the results support a model whereby H1 helps maintain the exclusivity of heterochromatin by preventing encroachment from other competing pathways.

## Introduction

Eukaryotic genomes are compartmentalized into euchromatic and heterochromatin regions (Ruiz-Velasco and Zaugg, 2017). In euchromatin, nucleosomes are more accessible, while in heterochromatin nucleosomes are more compacted and restrictive to transcription. Protein coding genes are typically euchromatic, while non-coding and repetitive elements more often reside in heterochromatin. However, transposable elements, which are targeted for DNA methylation and silencing, are found in both euchromatic and heterochromatic regions of the genome (Bourque et al., 2018). The pathways responsible for deposition of methylation and silencing of TEs in these different regions are functionally and genetically distinct (Du et al., 2015).

In plants, euchromatic repetitive regions are targeted by the RNA-directed DNA methylation pathway (RdDM) (Erdmann and Picard, 2020), in which the concerted action of non-coding RNA polymerases and small RNAs direct the DNA methyltransferase, DRM2, to specific sites of the genome. Newly invading genetic elements are targeted by the ‘non-canonical’ RdDM pathway, and involve the action of Pol II derived small RNAs (Cuerda-Gil and Slotkin, 2016). Once established, the canonical RdDM pathway takes over, whereby small RNAs are generated by the plant-specific polymerase IV (Pol IV). In both cases, a second plant-specific polymerase, Pol V, is an essential downstream component. Pol V transcribes scaffold transcripts to which Argonaute-bound small RNAs can bind through base complementarity to recruit DRM2 to direct DNA methylation (Wierzbicki et al., 2009; Wierzbicki et al., 2008; Zhong et al., 2014). The recruitment of Pol V to chromatin is stabilized by interaction with the DNA methylation readers SUVH2 and SUVH9 (Johnson et al., 2014). However, methylation alone is not sufficient to explain Pol V occupancy, as Pol V is restricted to the edges of long TEs and euchromatic methylated regions, despite methylation levels being high in the bodies of long TEs and in heterochromatin (Zhong et al., 2012). Therefore, additional mechanisms must exist to regulate Pol V occupancy.

Heterochromatin is targeted for DNA methylation and silencing by CMT methyltransferases (Stroud et al., 2014; Zemach et al., 2013). CMT3 and CMT2 are responsible for CHG and CHH methylation maintenance, respectively, at these regions. The CMTs form an epigenetic feedback loop with the KYP family of H3K9me2 methyltransferases, thereby maintaining high levels of repression-associated non-CG methylation and H3K9me2 at heterochromatic regions of the genome (Du et al., 2014; Du et al., 2012; Li et al., 2018). As both DNA methylation and H3K9me2 are known to recruit components of the RdDM pathway (Johnson et al., 2014; Law et al., 2013), it is unclear how these regions remain functionally separated from RdDM.

The linker histone H1 associates with nucleosomes to modulate chromatin accessibility and higher order structures (Saha and Dalal, 2021). H1 binds to linker DNA as it exits from the nucleosome dyad and reduces linker DNA flexibility (Bednar et al., 2017). In plants, H1 is preferentially associated with heterochromatin, where it contributes to chromatin compaction (Bourguet et al., 2021; Choi et al., 2020; Rutowicz et al., 2019). Genetic evidence suggests that the chromatin remodeler DDM1 displaces H1 at heterochromatic TEs to facilitate access of CMT methyltransferases (Zemach et al., 2013), while biochemical data suggests that this effect could be indirect, via DDM1s interaction with the heterochromatin associated histone variant, H2A.W (Osakabe et al., 2021). Why DDM1 grants CMTs but not RdDM access to H1-containing nucleosomes is not clear. Recent structural data shows that nucleosome-bound DDM1 promotes DNA sliding (Liu et al., 2024), which may be sufficient for CMT to deposit methylation, but not for the RdDM machinery to become established. H1 also plays a key role in shaping nuclear architecture and preventing ectopic polycomb-mediated H3K27me3 deposition in telomeres (Teano et al., 2023).

Since H1 physically locks genomic DNA to the nucleosome and is preferentially associated with heterochromatin, it is a promising candidate for preventing RdDM encroachment into these regions. Recent evidence supports this hypothesis, with RdDM-associated small RNAs becoming more heterochromatically enriched in *h1* knockouts (Choi et al., 2021; Papareddy et al., 2020). However, small RNAs are not a direct readout of functional RdDM activity and Pol IV-dependent small RNAs are abundant in regions of the genome that do not require RdDM for methylation maintenance and that do not contain Pol V (Stroud et al., 2014). Here we directly tested whether RdDM occupancy is affected by loss of H1, by taking advantage of an endogenous Pol V antibody (which recognizes Pol V’s largest subunit, NRPE1). We found that *h1* antagonizes NRPE1 occupancy throughout the genome, particularly in heterochromatic regions. This effect was not limited to RdDM, similarly impacting both the methylation reader complex component, SUVH1 (Harris et al., 2018), and polycomb-mediated H3K27me3 (Teano et al., 2023). These results suggest that H1 acts in part to restrict the function of other epigenetic pathways.

## Results

To understand how H1 affects RdDM occupancy, we performed chromatin immunoprecipitation followed by sequencing (ChIP-seq) with a native antibody against NRPE1 (the largest catalytic subunit of Pol V, previously validated [Liu et al., 2018]). Two biological replicates of ChIP-seq in wild-type control Col-0 and in *h1.1–1/h1.2–1* double mutant (hereafter referred to as WT and *h1,* respectively) were performed. 

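The authors deposited 1 list of NRPE1 peaks for each library, called by MACS2 from reads aligned to TAIR10, so that each replicate has its own list. Each peak has a start, an end, a fold enrichment and −log10 values of p and q, and no peak was called again here. The fold and the −log10 values are the authors' and were not compared between lists, apart from a minimum of −log10 q applied to every list in one alternative. The lists hold no read counts, so the depth behind each peak is unknown. The methods give pooled seedlings of 10 to 12 days as the material, while the sample labels give floral tissue, and the material of the methods was used here. In WT, the lists held 25522 and 24915 peaks (replicates 1 and 2), which covered 13.6 and 13.8 Mb of the 5 nuclear chromosomes and had median widths of 383 and 393 bp. In *h1*, 23861 and 24961 peaks covered 22.7 and 21.2 Mb, with median widths of 565 and 503 bp. The bases covered in both replicates, divided by those covered in either, came to 0.611 in WT and 0.806 in *h1*. NRPE1 occupancy was measured as the percent of bases covered by peaks. A change of NRPE1 level within a peak, or below the authors' threshold, is not visible in this measure. TE coordinates were taken from Supplementary file 3, which gives 1562 different TEs, of which 806 belong to the class of 0.5–1 kb, 464 to that of 1–2 kb, 168 to that of 2–5 kb and 124 to that of more than 5 kb. Of these TEs, 1530 and 1539 held an NRPE1 peak in the WT lists. Nearly all were thus bound in WT, and values over them need not hold for other TEs. With 2 libraries per genotype, an exact two-sided permutation test cannot give a p below 0.333, so no difference was called significant and each one is set beside the gap between replicates.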

As previously reported (Böhmdorfer et al., 2016; Liu et al., 2018; Zhong et al., 2012), NRPE1 was enriched over short TEs and at the edges of long TEs in WT (Figure 1A–B). 

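In WT, NRPE1 peaks covered 70.3% ± 3.88 (SD, n = 2) of the bases of TEs of 0.5–1 kb and 63.8% ± 4.27 of those of 1–2 kb. The covered share was 50.9% ± 1.06 in TEs of 2–5 kb and 42.8% ± 4.88 in TEs of more than 5 kb (SD, n = 2). Within these long TEs, the 1 kb next to either end was covered at 58.9% and 57.2% of its bases in replicates 1 and 2. The body, more than 1 kb from both ends, was covered at 42.1% and 33.5%. In steps of 0.5 kb, coverage was 69.3% and 68.9% just inside the ends and 37.2% and 29.2% between 2 and 2.5 kb inside. The 1 kb outside the ends was covered at 42.2% and 46.1%.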

In the *h1* mutant, however, NRPE1 enrichment was markedly increased, with NRPE1 invading the heterochromatic bodies of long TEs (Figure 1A–B). 

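In *h1*, NRPE1 peaks covered 82.1% and 79.6% of the bases in the bodies of long TEs, a mean that was 43.1 percentage points above WT. This difference exceeds the gaps between replicates, which were 8.60 points in WT and 2.48 points in *h1* (exact permutation test, two-sided, p = 0.333, the smallest p that 2 libraries against 2 allow). The difference moved most, to 48.4 points, when an equal number of peaks was taken from each list by −log10 p. The ends of long TEs were covered at 86.9% and 85.1% in *h1*, and the 1 kb outside them at 50.8% and 47.3%.

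**Figure D1:**
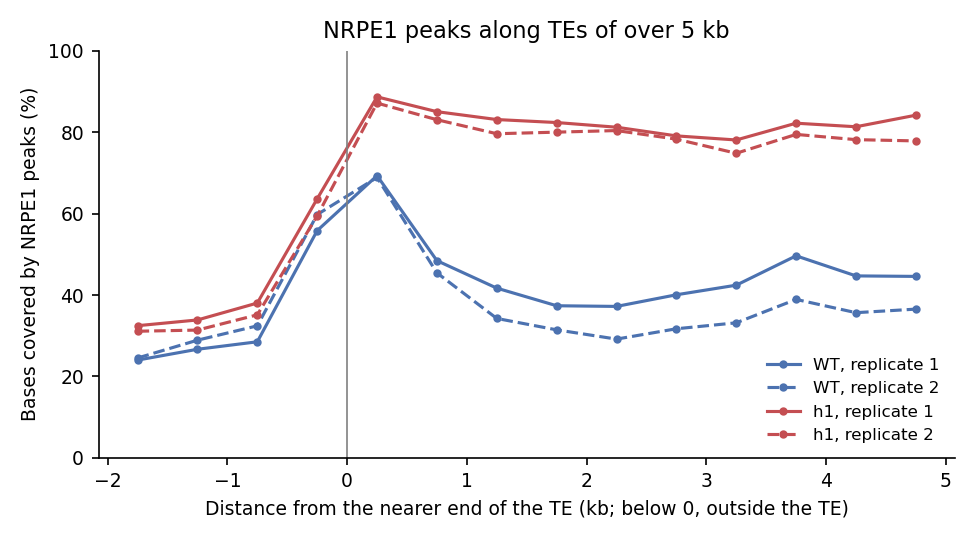
Percent of bases covered by NRPE1 peaks (vertical axis) against the distance in kb from the nearer end of the TE (horizontal axis, negative outside the TE) for TEs of more than 5 kb, with 1 line per library and points at the middle of steps of 0.5 kb. Between 2 and 2.5 kb inside the TE, coverage is 81.2% and 80.4% in the *h1* libraries and below 40% in both WT libraries. Up to 2.5 kb each point averages 124 TEs, and the last point averages 29.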

The negative correlation between NRPE1 enrichment and TE length observed in WT was reverted in the *h1* mutant (Figure 1C). This suggests that mutation of *h1* facilitates the invasion of NRPE1 to more heterochromatic regions, in which long TEs tend to reside (Bourguet et al., 2021; Zemach et al., 2013). 

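Across the TEs of Supplementary file 3, Spearman's rho between the length of a TE and the percent of it covered by NRPE1 peaks was −0.25 and −0.32 in the WT replicates and 0.01 and 0.04 in the *h1* replicates. TEs are not independent replicates, so rho describes each list and carries no p-value here. The mean rho was 0.31 higher in *h1*, and the larger of the gaps between replicates was 0.08 (exact permutation test of the libraries, two-sided, p = 0.333). By length class, coverage in *h1* was 67.3% ± 2.35 for TEs of 0.5–1 kb, 66.3% ± 1.67 for 1–2 kb, 79.7% ± 1.11 for 2–5 kb and 82.1% ± 1.63 for more than 5 kb (SD, n = 2). For the shortest class, coverage fell by 3.00 points from WT to *h1*, which is less than the gap of 5.49 points between the WT replicates (exact permutation test, two-sided, p = 0.667). In this class, 783 and 791 of the 806 TEs held a peak in the WT lists, so a rise of signal on covered bases could not show. A second measure was the highest fold enrichment of any peak on a TE, over the 1530 and 1539 TEs with a peak in the WT lists and the 1525 in each *h1* list. Its rho with length was 0.12 and 0.10 in WT and 0.16 and 0.16 in *h1*. A longer TE can hold more peaks to take the highest from, and the number of peaks per TE was not corrected for.

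**Figure D2:**
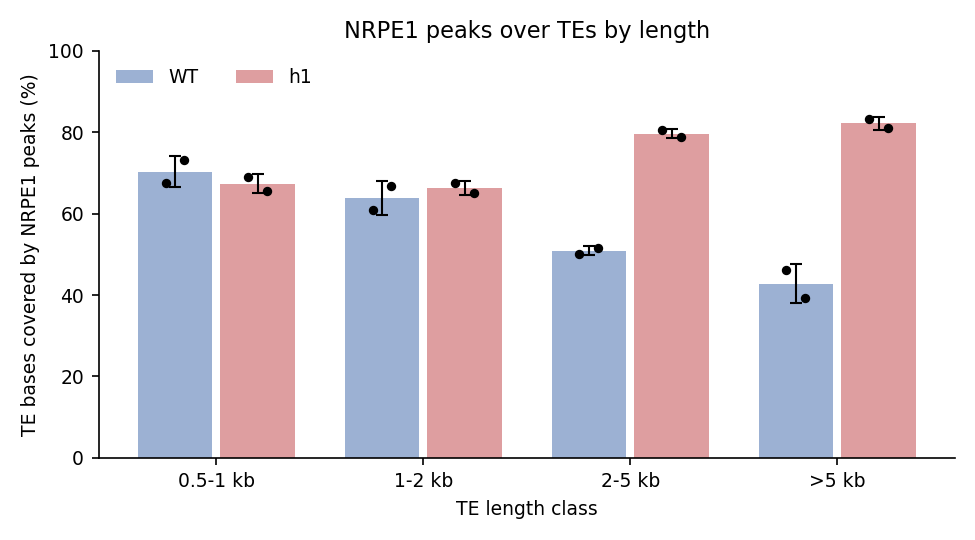
Percent of TE bases covered by NRPE1 peaks (vertical axis) in 4 classes of TE length (horizontal axis) in WT and *h1*. Bars are means, whiskers the SD and points the libraries (n = 2). In the class of more than 5 kb the *h1* libraries stand at 83.3% and 81.0% and the WT libraries at 46.2% and 39.4%, and in the class of 0.5–1 kb the points of the genotypes overlap.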

Consistent with this, NRPE1 increased more over heterochromatin associated CMT2 dependent hypo-CHH differentially methylated regions (DMRs) than at the RdDM associated DRM2 dependent CHH sites (Figure 1D). 

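Of the TEs of Supplementary file 3, 260 overlapped, by at least 1 bp, merged H3K9me2 regions with peaks of both WT libraries, and 1302 did not. Of the 260, 250 and 254 overlapped a peak of WT replicates 1 and 2 themselves, as did 31 and 107 of the 1302, so the TEs called without H3K9me2 here include some with a WT peak. NRPE1 peaks covered 48.6% and 43.0% of the bases of the TEs with H3K9me2 in WT and 88.8% and 86.8% in *h1*. On TEs without H3K9me2, they covered 59.4% and 64.0% in WT and 66.8% and 64.1% in *h1*. The mean change from WT to *h1* was 42.0 points with H3K9me2 and 3.71 points without. A rise of signal on bases already covered in WT does not enter these changes. The changes differed by 38.3 points, against a gap of 10.1 points between the WT replicates in the same contrast (exact permutation test, two-sided, p = 0.333, the lower limit of this design).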

The preferential enrichment of NRPE1 in *h1* was more pronounced at TEs that overlapped with heterochromatin associated mark, H3K9me2 (Figure 1E). Comparing NRPE1 occupancy over TEs that had previously been classified by as either ‘euchromatic’ or ‘heterochromatic’ (based on a broad range of features and small RNA expression dynamics during embryonic development Papareddy et al., 2020), again, we found a striking increase in NRPE1 at heterochromatic over euchromatic TEs in *h1* (Figure 1F). From a chromosomal viewpoint, NRPE1 was preferentially enriched over pericentromeric regions in *h1*, and showed corresponding depletion from the more euchromatic chromosomal arms (Figure 1G, Figure 1—figure supplement 1). 

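The pericentromeric regions were read from the gray bars of Figure 1G to whole megabases, as 12 to 18 Mb on chromosome 1, 1 to 7 Mb on chromosome 2, 11 to 17 Mb on chromosome 3, 1 to 6 Mb on chromosome 4 and 9 to 16 Mb on chromosome 5. They held the midpoints of 65.8% and 63.9% of NRPE1 peaks in WT and of 68.3% and 68.6% in *h1*. The difference of 3.62 points exceeds the gaps between replicates, 1.98 points in WT and 0.290 in *h1* (exact permutation test, two-sided, p = 0.333). It was 6.79 points when the regions were instead set by windows of 100 kb with at least 10% of bases under WT H3K9me2 peaks. NRPE1 peaks covered 25.9% and 25.7% of pericentromeric bases in WT and 52.5% and 48.7% in *h1*. In the chromosomal arms they covered 6.49% and 6.88% of bases in WT and 7.79% and 7.34% in *h1*, while the number of peaks there was 8716 and 9001 in WT and 7555 and 7831 in *h1*. These arm measures were chosen after the data had been seen. From the gains over long TEs, H3K9me2 and the pericentromeric regions, the paper concludes that H1 broadly restricts NRPE1 access to chromatin, with a more pronounced effect in heterochromatin.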

Importantly, we found no evidence for increased expression of NRPE1 or other methylation pathway components known to be involved in Pol V loading or stability in the *h1* mutant (Supplementary file 1). Together, the results indicate that H1 broadly restricts NRPE1 access to chromatin, and that this effect is more pronounced in heterochromatic regions of the genome. As H1 itself is preferentially localized to heterochromatin (see Figure 1B, D and F; Bourguet et al., 2021; Choi et al., 2020), this suggests that H1 directly antagonizes RdDM occupancy.

**Figure 1.**
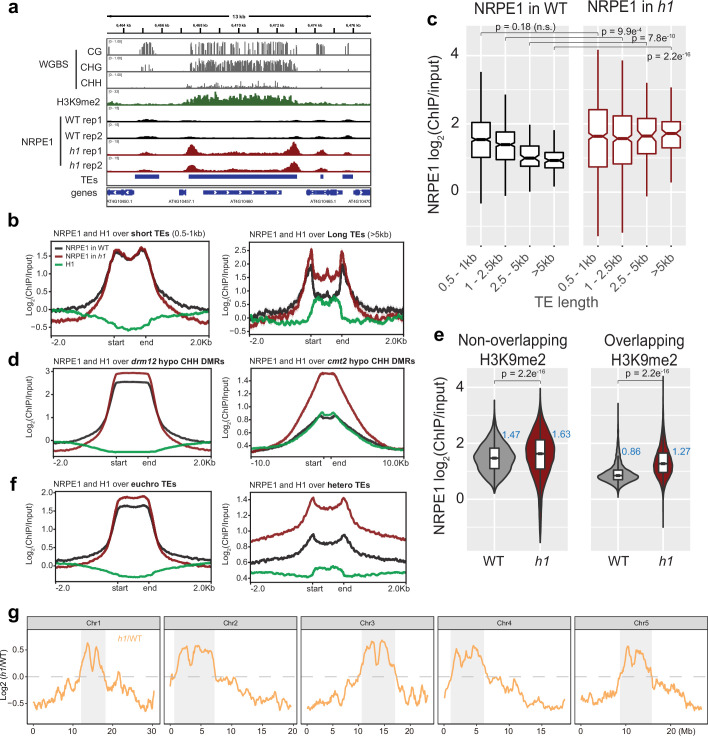
NRPE1 accumulates in heterochromatin in an *h1* mutant background. (**A**) Genome browser image showing increased NRPE1 enrichment in *h1* over heterochromatic (long, H3K9me2 enriched) and not euchromatic (short, not H3K9me2 enriched) transposable elements (TEs). (**B**) metaplot showing ChIP-seq enrichment of NRPE1 in wild-type (WT) vs. *h1*, and H1 occupancy in WT for reference (data from GSE122394), at short vs. long TEs. (**C**) boxplot showing association between NRPE1 and TE length in WT and *h1*. wilcoxon rank sum test p-values indicated. (**D**) As in (**B**) for *drm12* vs. *cmt2* hypo CHH differentially methylated regions (DMRs). (**E**) Violin plot inlaid with boxplot showing enrichment of NRPE1 at TEs that overlap with H3K9me2 peaks, vs. TEs that do not, in WT vs. *h1*. Boxplot medians are shown in blue. Wilcoxon rank sum test p-values indicated. (**F**) as in (**B**) at euchromatic vs. heterochromatic TEs. (**G**) Chromosomal plots showing NRPE1 enrichment in *h1* as compared to WT, with pericentromeric regions denoted in gray.

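The window of Figure 1A, read from its axis to whole kb, lies on chromosome 4 of TAIR10. It holds AT4G10460, annotated as a pseudogene from 6468166 to 6472263, between the protein-coding genes AT4G10457 (SCRL1) and AT4G10465. NRPE1 peaks covered 20.2% and 28.6% of the window in the WT replicates and 51.8% and 52.0% in the *h1* replicates. Over the pseudogene, the longest NRPE1 peaks in *h1* ran from 6469014 to 6473247 in replicate 1 and from 6469136 to 6473285 in replicate 2. H3K9me2 peaks covered 8.47% and 26.4% of the window in WT and 29.7% and 35.2% in *h1*. The peak from 6474044 to 6474562 in WT replicate 1, inside AT4G10465, had counterparts in all the other NRPE1 lists of WT and *h1*.

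**Figure D3:**
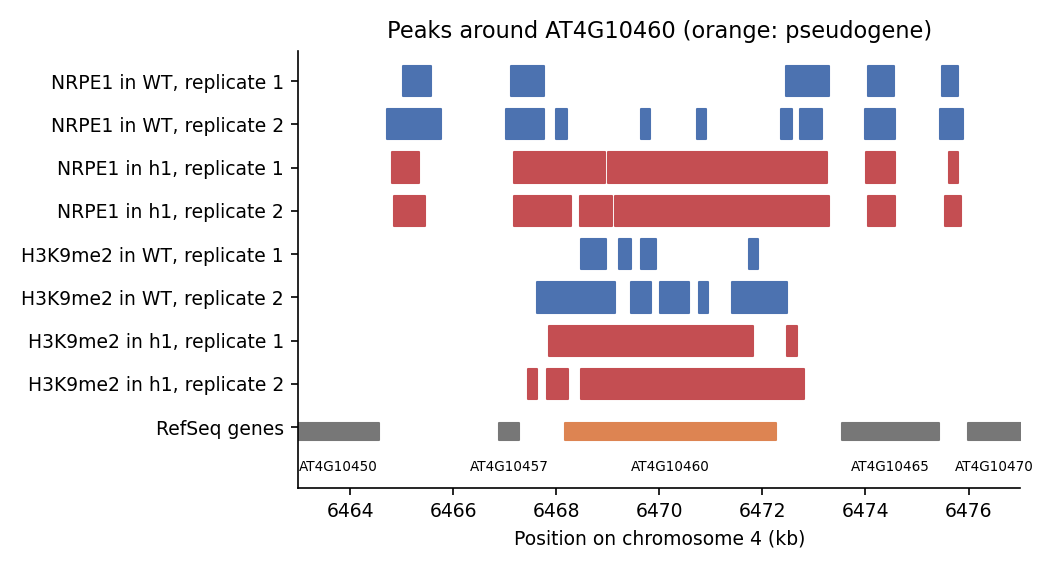
Map of NRPE1 and H3K9me2 peaks (boxes, 1 line per library, WT in blue and *h1* in red) along chromosome 4 (horizontal axis, kb), with RefSeq genes in gray and the pseudogene AT4G10460 in orange. The widest boxes over the pseudogene are the *h1* NRPE1 peaks of 4234 and 4150 bp and the *h1* H3K9me2 peaks of 3960 and 4346 bp.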

**Figure 1—figure supplement 1.**
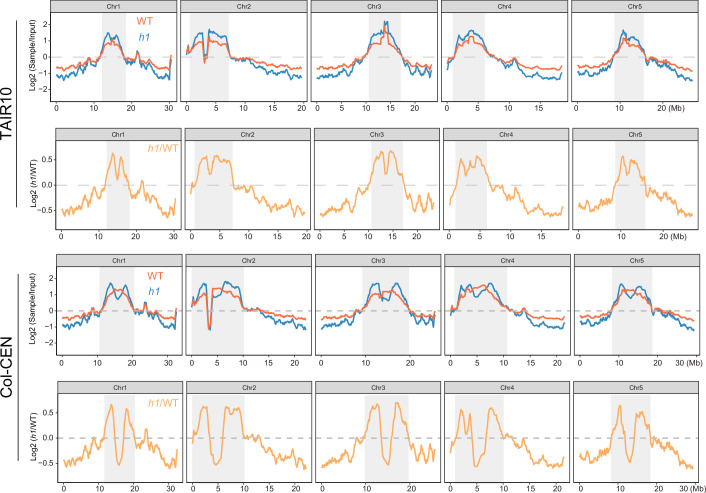
NRPE1 enrichment in wild-type (WT) vs *h1* when mapped to either TAIR10 or Col-CEN genome assemblies (Naish et al., 2021).

One mechanism by which H1 could restrict RdDM access is by promoting chromatin compaction. Consistent with this idea and previous reports (Bourguet et al., 2021; Choi et al., 2020; He et al., 2019; Rutowicz et al., 2019), we observed increased accessibility in heterochromatic regions in *h1*, which mirrored the preferential recruitment of NRPE1 to heterochromatin (Figure 2—figure supplement 1A, B). Loss of H1-mediated compaction in heterochromatin may be the indirect result of loss of heterochromatin-associated marks such as H3K9me2. To examine this possibility, we performed H3K9me2 ChIP-seq, and although we observed some minor reductions in H3K9me2 in *h1*, the losses were not preferentially in heterochromatin where we see the majority of NRPE1 gain (Figure 2—figure supplement 1C, D). 

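For H3K9me2, a histone mark of heterochromatin, the authors deposited 1 peak list per library, and 130 and 105 peaks in WT and 287 and 259 in *h1* lay on organelle genomes and were left out. The remaining 8286 and 6813 peaks in WT covered 13.0 and 15.5 Mb, and the 7367 and 7206 in *h1* covered 13.0 and 13.5 Mb. Bases shared by both replicates came to 0.754 of those covered in either in WT and to 0.787 in *h1*. Of the peaks, 91.2% and 86.6% lay in the pericentromeric regions in WT and 89.8% and 89.3% in *h1*, a difference of 0.664 points against a gap of 4.55 points between the WT replicates (exact permutation test, two-sided, p = 1). With windows set by WT H3K9me2 peaks in place of whole megabases, the difference was 1.89 points. In TEs of more than 5 kb, H3K9me2 peaks covered 40.9% and 64.9% of bases in WT and 48.5% and 51.1% in *h1*. The mean fell by 3.04 points, less than the gap of 24.0 points between the WT replicates (exact permutation test, two-sided, p = 1), and the difference was −15.1 points without WT replicate 1 and 8.97 points without WT replicate 2. In TEs of 0.5–1 kb, H3K9me2 peaks covered 3.12% and 4.63% of bases in WT and 2.08% and 2.26% in *h1*. In TEs of 1–2 kb, they covered 6.65% and 9.29% in WT and 4.47% and 5.05% in *h1*. In these short classes both *h1* values lay below both WT values. In TEs of 2–5 kb they lay between them, with 18.7% and 34.7% in WT and 23.2% and 24.9% in *h1*. Peaks covered 45.5% ± 4.83 of pericentromeric bases and 0.643% ± 0.336 of arm bases in WT, and 42.2% ± 1.08 and 0.630% ± 0.0233 in *h1* (SD, n = 2). From the increased accessibility in *h1* and its H3K9me2 data, the paper proposes that loss of H1 changes the accessibility of heterochromatin more than its nature.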

While we cannot exclude the possibility that other heterochromatin-associated marks are altered, the data suggests that H1 primarily affects the accessibility, rather than the nature of chromatin in these heterochromatic regions.

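H1 peaks, also listed per library by the authors, numbered 22267 and 22361 in WT and 20821 and 19979 in *nrpe1*. They covered 14.0 and 15.8 Mb in WT and 14.8 and 14.9 Mb in *nrpe1*, with median widths of 297 and 293 bp and of 306 and 315 bp. H1 at a site was measured by the bases under these peaks, or by whether a region overlapped an H1 peak by at least 1 bp. An H1 peak marks where the signal passed the authors' threshold, so a change of H1 level within a peak, or below the threshold, is not visible in the lists.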

To determine whether the antagonistic relationship between H1 and NRPE1 is reciprocal, we performed ChIP-seq using an endogenous antibody for H1, with two biological replicates in the WT and *nrpe1* mutant backgrounds. H1 levels were broadly unchanged in *nrpe1* at TE regions (Figure 2A). Similarly, over NRPE1-defined peaks (where NRPE1 occupancy is strongest in WT) we observed no change in H1 occupancy in *nrpe1* (Figure 2B). 

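H1 peaks covered 23.4% and 27.3% of the bases of all TEs of Supplementary file 3 in the WT replicates, and 25.4% and 26.3% in the *nrpe1* replicates. The means differed by 0.481 points, less than the gap of 3.91 points between the WT replicates (exact permutation test, two-sided, p = 1). The alternative that moved this difference most, apart from leaving out a library, was an equal number of peaks per list, with 1.38 points. Without WT replicate 1 the sign changed, with *nrpe1* at −1.47 points, and without WT replicate 2 the difference was 2.44 points. In TEs of more than 5 kb, coverage was 49.1% ± 4.79 in WT and 50.7% ± 0.994 in *nrpe1* (SD, n = 2). In TEs of 0.5–1 kb it was 2.60% ± 0.401 and 2.15% ± 0.210 (SD, n = 2). The number of TEs with an H1 peak was 318 and 341 in WT and 305 and 302 in *nrpe1*. On this measure both *nrpe1* values lay below both WT values, unlike the covered bases. In TEs of more than 5 kb the number was 113 and 116 in WT and 115 and 115 in *nrpe1*.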

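The NRPE1 lists of WT shared 16898 merged regions with a peak in both. H1 peaks overlapped 39.3% and 41.7% of them in the WT libraries and 39.6% and 39.0% in the *nrpe1* libraries. The mean fell by 1.20 points in *nrpe1*, less than the gap of 2.45 points between the WT replicates (exact permutation test, two-sided, p = 0.667). Regions of the same widths placed at random on the same chromosome overlapped WT H1 peaks in 19.4% and 21.2% of cases, and those placed within the same 100-kb window in 37.4% and 39.7% (1000 placements, permutation p = 0.002 in each case, the smallest they can give). After this excess had been seen, the regions were divided into 4 groups of 4224 or 4225 by the strength of their peaks within the WT lists. In the weakest group, 74.7% and 77.3% overlapped a WT H1 peak, against 59.9% and 62.1% of random placements in the window. In the strongest group, 14.6% and 17.04% did, against 20.2% and 22.5%. In *nrpe1*, H1 peaks overlapped 14.5% and 13.7% of the strongest group. From the absence of a change in H1 over TEs and over NRPE1 peaks, the paper infers that H1 does not invade RdDM regions when NRPE1 is lost.

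**Figure D4:**
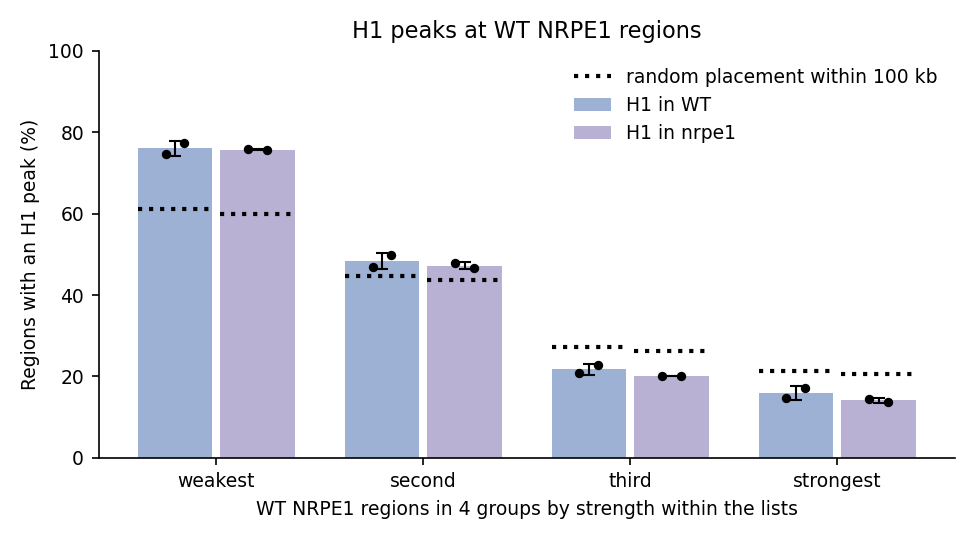
Percent of WT NRPE1 regions with an H1 peak (vertical axis) in 4 groups by NRPE1 peak strength within the WT lists (horizontal axis) in WT and *nrpe1*. Bars are means, whiskers the SD, points the libraries (n = 2) and dotted lines the mean of random placement within 100 kb. The bars stand above the dotted lines in the weakest group, by a mean of 15.0 points in WT, and below them in the strongest, by −5.51 points.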

The results indicate that H1 does not invade RdDM regions in the *nrpe1* mutant background.

**Figure 2.**
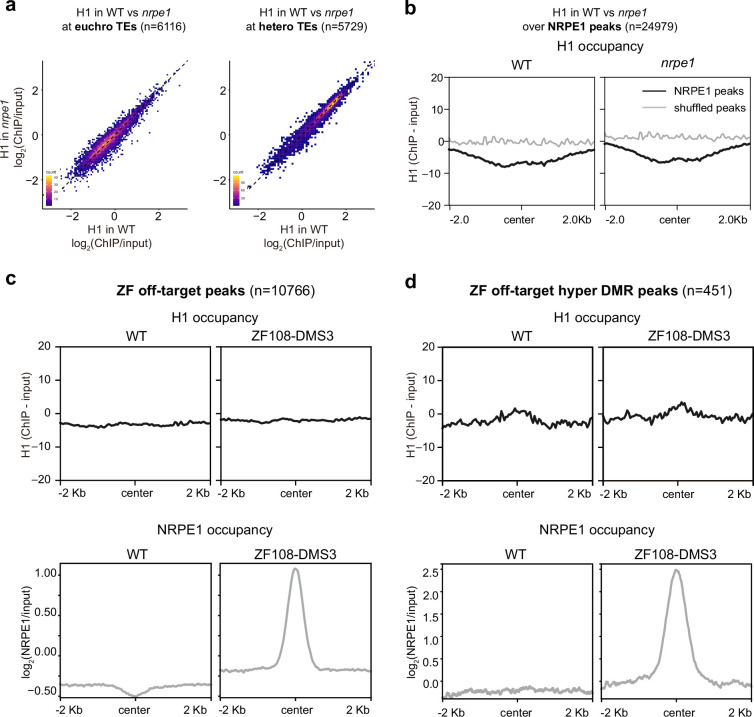
RNA-directed DNA methylation (RdDM) does not reciprocally affect H1 localization. (**A**) Scatter plot showing H1 enrichment in wild-type (WT) vs. *nrpe1* at euchromatic vs heterochromatic transposable elements (TEs). (**B**) Metaplot showing H1 enrichment at NRPE1 peaks in WT vs. *nrpe1* (**C**) H1 and NRPE1 occupancy at ZF-DMS3 off target peaks. Upper panel: H1 occupancy in WT vs. ZF108-DMS3. Lower panel: NRPE1 occupancy in WT vs. ZF108-DMS3. Chromatin from the same sample was used for both H1 and NRPE1 ChIP-seq data, so the lower panel serves as a control showing that ZF108-DMS3 is recruited to these off-target regions in these samples, despite H1 localization remaining unchanged. (**D**) Same as (**C**) at the subset of regions where CHH methylation is gained in ZF108-DMS3 (Gallego-Bartolomé et al., 2019), indicating that the fully functioning RdDM pathway is recruited to these regions.

**Figure 2—figure supplement 1.**
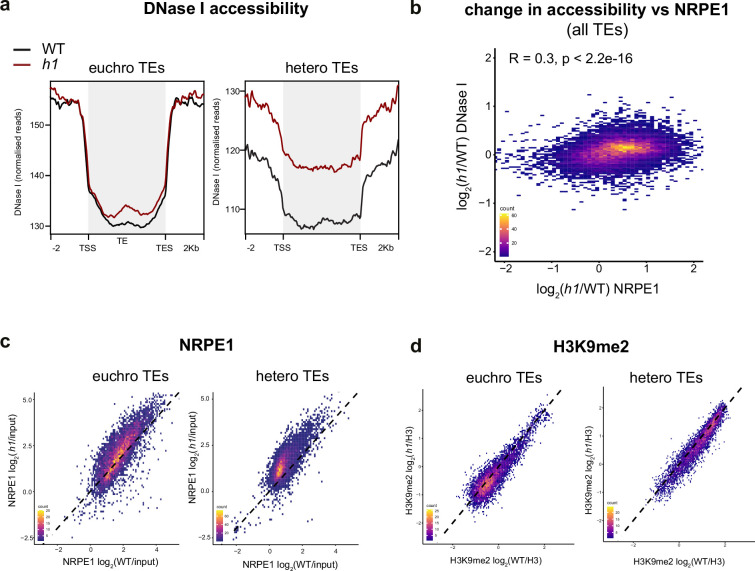
Loss of H1 results in increased heterochromatic accessibility and NRPE1 redistribution. (**A**) Metaplot of DNase I accessibility in wild-typee (WT) vs *h1* over euchromatic vs heterochromatic transposable elements (TEs). Data is obtained from Choi et al., 2020. (**B**) Scatterplot showing correlation between change in accessibility and NRPE1 occupancy in *h1*. R squared and p-value are indicated. (**C**) Scatterplot correlation comparing NRPE1 enrichment in WT vs *h1* at euchromatic versus heterochromatic TEs. (**D**) Scatterplot correlation comparing H3K9me2 enrichment in WT vs *h1* at euchromatic versus heterochromatic TEs.

**Figure 2—figure supplement 2.**
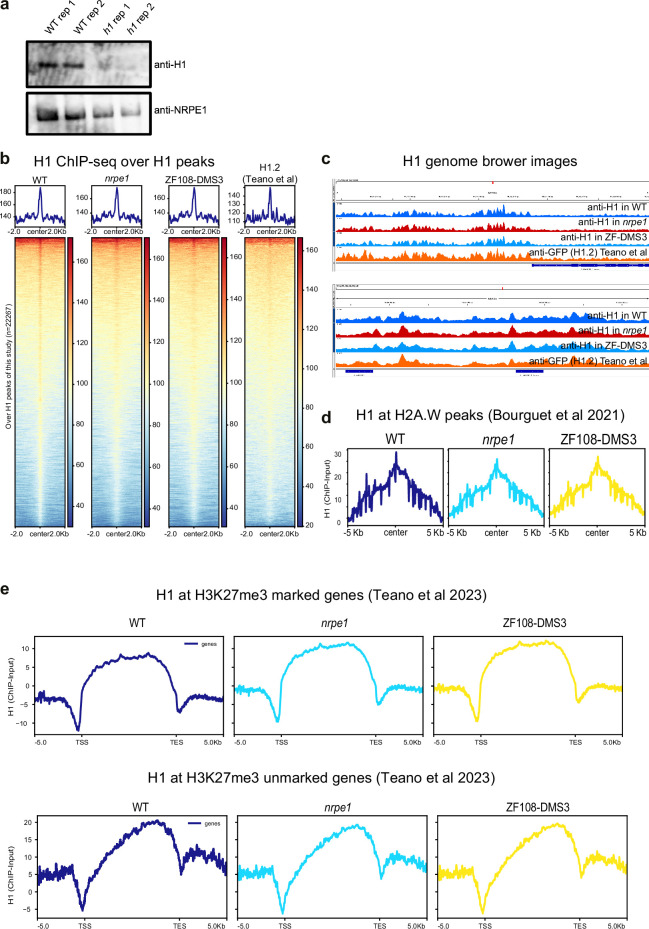
Benchmarking of H1 ChIP-seq. (**A**) Western blot of H1 and NRPE1, using same antibodies as used for ChIPseq. H1 is only detectable in the wild-type (WT) samples, not *h1* mutant. (**B**) H1 ChIP-seq metaplots with over WT H1 peaks with libraries indicated (**C**) Genome browser images of H1 ChIP-seq track (**D**) H1 enrichment over H2A.W peaks in euchromatic arms (as defined in Bourguet et al., 2021). (**E**) H1 enrichment patterns over H3K27me3 marked and unmarked genes (as defined in Teano et al., 2023).

Next, we asked whether ectopic recruitment of RdDM may be sufficient to evict H1 from the genome. For this, we took advantage of the ZF-DMS3 transgenic lines that we previously characterized, in which zinc finger (ZF) fused DMS3 can recruit endogenous NRPE1 to >10,000 ectopic sites throughout the genome, corresponding to ZF ‘off-target’ binding sites (Gallego-Bartolomé et al., 2019). With these lines, we performed NRPE1 and H1 ChIP-seq in parallel. 

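ZF108-DMS3 is DMS3, a protein needed to load Pol V, fused to an artificial zinc finger that binds many sites besides its target. For this line the authors deposited a peak list for each NRPE1 and each H1 library. The NRPE1 lists held 18173 and 20358 peaks over 7.20 and 7.53 Mb, and the H1 lists 22182 and 21802 peaks over 14.2 and 15.4 Mb. The NRPE1 replicates shared 0.330 of the bases covered in either, and 19.1% and 39.8% of their peaks were pericentromeric. The WT libraries compared with them were the NRPE1 and H1 libraries of WT described above. A site was counted as ectopic where merged NRPE1 regions held a peak in both ZF108-DMS3 libraries and in neither WT library, because the list of off-target sites behind Figure 2C is only partly contained in the supplementary file as used here.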

Compared to the non-transgenic control, we confirmed that NRPE1 was highly enriched at these ‘off-target’ regions (Figure 2C). However, with the same material, we observed no depletion of H1 at the ectopically bound NRPE1 sites (Figure 2C). 

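In these lists, 5268 NRPE1 regions were present in both ZF108-DMS3 libraries and in neither WT library. The 4 groupings that pair 1 library of each genotype gave between 39 and 365 such regions. Such a grouping needs a peak shared by WT and ZF108-DMS3, so it can understate what differences between replicates produce. Without ZF108-DMS3 replicate 2 the count was 12610, and without replicate 1 it was 6315, so the second ZF108-DMS3 library decides the size of the set. The regions had a median width of 499 bp, 7.19% of them were pericentromeric and 55.01% overlapped a protein-coding gene. The 3 regions with the highest −log10 p, ranked within their lists, lay at 20191686 to 20193030 on chromosome 5 over AT5G49700, at 14282584 to 14283601 on chromosome 2 over PHO2 (AT2G33770), and at 25646524 to 25647400 on chromosome 5 over XYP1 (AT5G64080). Their fold enrichments were 21.6 and 19.5, 22.2 and 16.5, and 20.4 and 17.2 in ZF108-DMS3 replicates 1 and 2, and neither WT list has a peak there.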

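Of the ectopic NRPE1 regions, 41 and 50 overlapped an H1 peak in the WT libraries (0.778% and 0.949%), and 37 and 54 in the ZF108-DMS3 libraries (0.702% and 1.03%). The means were equal, with a gap of 0.323 points between the ZF108-DMS3 replicates (exact permutation test, two-sided, p = 1). Random placement on the same chromosome gave 17.3% and 19.0% for the WT H1 lists, and placement within the same 100-kb window 5.99% and 7.38% (permutation p = 0.002, the lowest value that 1000 placements allow). With so few WT H1 peaks at these regions, a depletion of H1 was hardly detectable from peak lists. The paper also saw no loss of H1 at off-target sites that gain CHH methylation, where it reports mild H1 enrichment in WT. That subset was not analysed here. From the unchanged H1 at these and other sites with ectopic NRPE1 and in *nrpe1*, the paper concludes that H1 restricts RdDM non-reciprocally.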

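Among the 6 H1 lists of WT, *nrpe1* and ZF108-DMS3, the shared bases of a pair, divided by those covered in either list, ranged from 0.636 to 0.676 within a genotype (3 pairs) and from 0.627 to 0.671 between genotypes (12 pairs). The means were 0.653 within and 0.652 between genotypes. H1 peaks covered 42.7% ± 2.65 of pericentromeric bases and 2.34% ± 0.513 of arm bases in WT (SD, n = 2). In ZF108-DMS3 they covered 42.0% ± 2.21 and 2.48% ± 0.215 (SD, n = 2).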

We validated the quality of our H1 ChIPs, demonstrating antibody specificity, showing that they follow the previously described profiling patterns over H2A.W associated TEs (Bourguet et al., 2021), H3K27me3 marked/unmarked genes (Teano et al., 2023), and that H1.2 occupancy (Teano et al., 2023) is similarly enriched over our H1 peaks (Figure 2—figure supplement 2). To exclude the possibility that NRPE1 alone may be insufficient to evict H1, but that the fully functioning RdDM pathway may be required (which constitutes at least 32 described proteins acting in concert [Matzke and Mosher, 2014]), we focused on the subset of ZF-DMS3 off-target sites that experience hyper-CHH methylation (Gallego-Bartolomé et al., 2019). The gain of ectopic methylation at these regions indicates that the full RdDM pathway is recruited and functions to deposit de novo methylation. However, even at these regions where H1 is mildly enriched in WT, we saw no evidence for H1 depletion in the ZF-DMS3 transgenic lines (Figure 2D). Together, these results indicate that H1 hierarchically and non-reciprocally restricts RdDM from overaccumulation in heterochromatin.

Given our observation that NRPE1 is redistributed in *h1*, we wondered whether this could help to explain some of the unusual methylation defects observed in the *h1* mutant. For instance, *h1* mutants experience contrasting loss and gain of DNA methylation at euchromatic and heterochromatic TEs, respectively (Bourguet et al., 2021; Zemach et al., 2013). Previous explanations to account for this suggested that the *h1* afforded increased accessibility of euchromatic TEs may promote increased access by activation-associated chromatin modifying enzymes, which in turn antagonize DNA methylation (Zemach et al., 2013). Another non-mutually exclusive scenario is that euchromatic loss and heterochromatic gain of methylation are caused by the relative shift of RdDM from euchromatin to heterochromatin. To directly test this possibility, we generated two independent NRPE1 CRISPR knockouts in the *h1* mutant background (Figure 3—figure supplement 1A, B), and performed whole genome bisulfite sequencing (WGBS) analysis, alongside *nrpe1*, *h1,* and WT controls. We confirmed *nrpe1* loss of function in the independent CRISPR KO lines by plotting CHH methylation over NRPE1 associated high confidence DMRs (Zhang et al., 2018), finding that CHH methylation is entirely abolished over these regions in both *nrpe1/h1* lines (Figure 3—figure supplement 1C). By analysis of chromosome level DNA methylation patterns in the different mutant backgrounds, we found that the striking pericentromeric increase in CG and CHG methylation observed in *h1*, is almost entirely independent of RdDM, as it was not rescued in *nrpe1/h1* (Figure 3A, Figure 3—figure supplement 2). In contrast, CHH methylation was mostly unaltered between the genotypes at the chromosome scale, with evidence for a slight reduction of CHH in the *h1/nrpe1* double mutant as compared to *h1* alone (Figure 3A, Figure 3—figure supplement 2).

**Figure 3.**
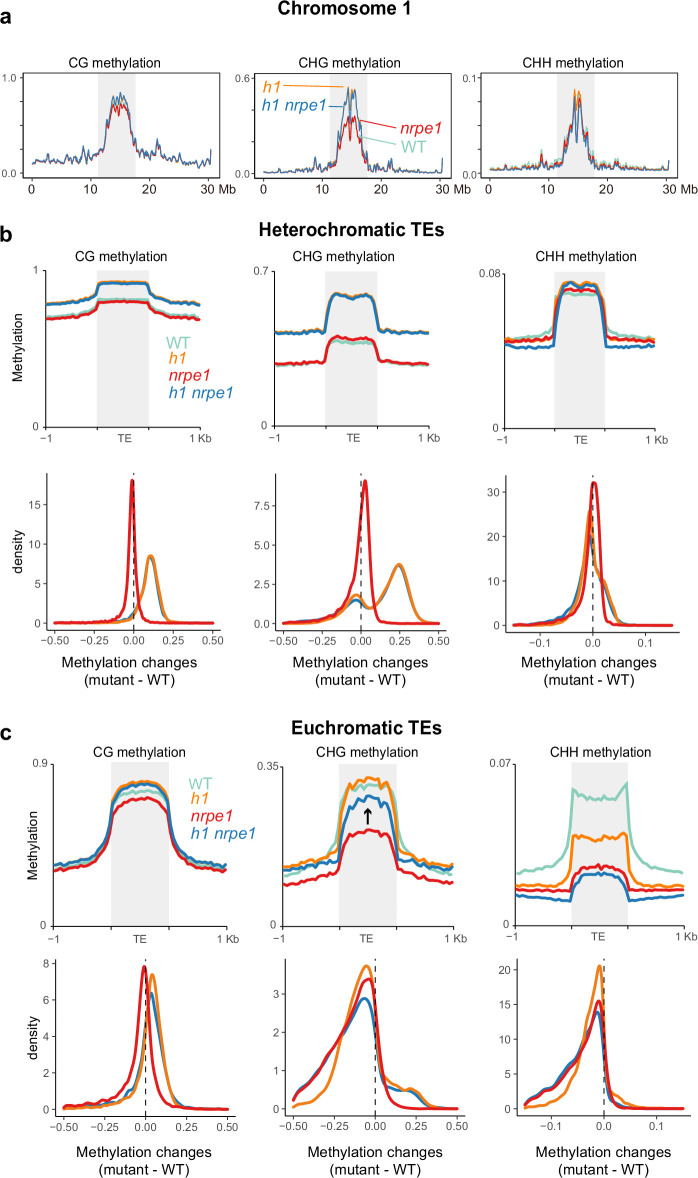
Major CG and CHG methylation gains in *h1* are independent of RNA-directed DNA methylation (RdDM). (**A**) Chromosomal view of DNA methylation levels (average of 10 kb windows) in the genotypes indicated on chromosome 1. Y-axis indicates fraction methylation (0–1). (**B**) Methylation level over heterochromatic transposable elements (TEs). Upper panel: methylation metaplots, Lower panel - kernel density plots. In the kernel density plots, the average methylation is calculated for each TE in both mutant and WT, then then the methylation difference is calculated. The plot shows the frequency density of TEs that gain/lose DNA methylation in the regions in the mutants indicated. (**C**) Methylation level over euchromatic TEs. Upper panel: metaplots, Lower panel - kernel density plots (as above). Arrow highlights the gain in CHG methylation in the *h1/nrpe1* double mutant, as compared to *nrpe1* alone.

**Figure 3—figure supplement 1.**
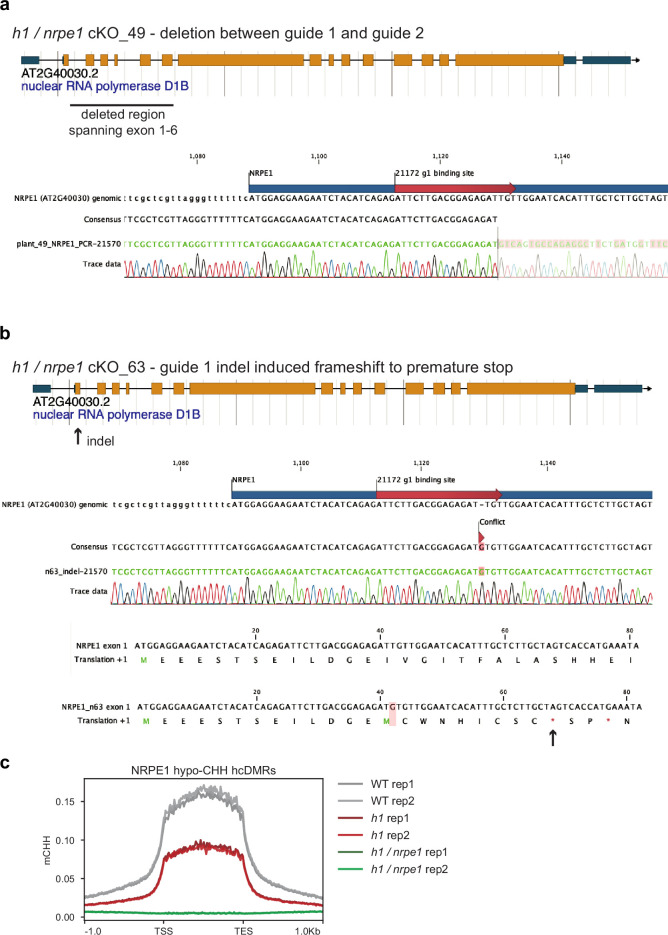
NRPE1 CRISPR knock outs. (**A**) *h1* /*nrpe1* cKO_49 has a deletion spanning exons 1–6. (**B**) *h1* /*nrpe1* cKO_63 has an indel induced frameshift leading to a premature stop codon in exon 1. (**C**) Both knockouts display complete loss of CHH methylation at NRPE1 hypo CHH differentially methylated regions (DMRs).

**Figure 3—figure supplement 2.**
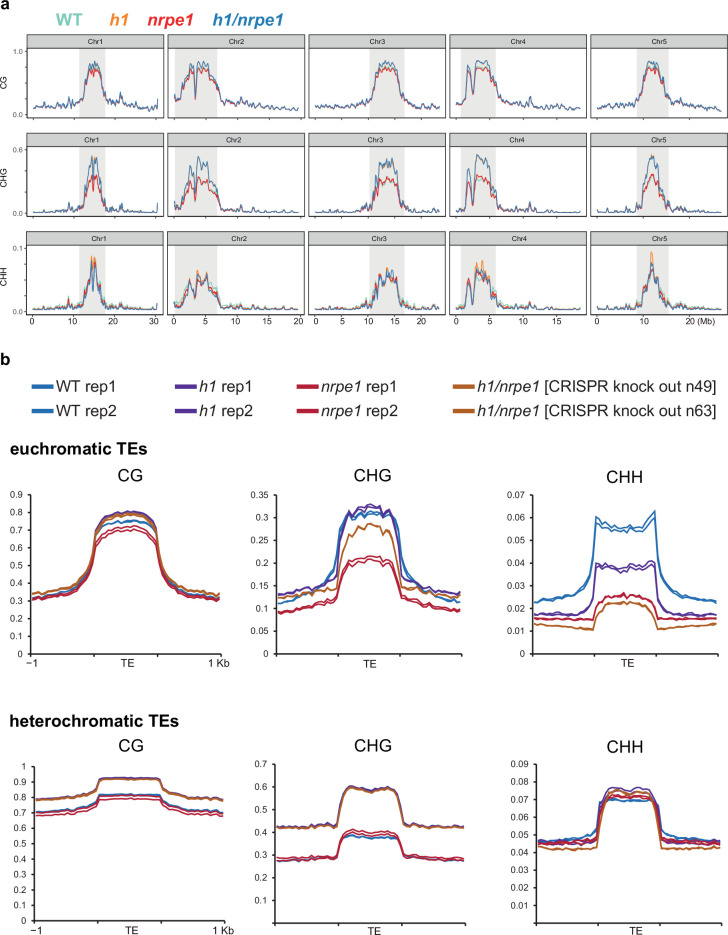
Whole genome DNA methylation analysis in *h1* and *nrpe1* mutants showing individual biological replicates. (**A**) Whole genome view of DNA methylation levels (average of 10 kb windows) in the genotypes indicated (as in Figure 3, including all five chromosomes). Y-axis indicates fraction methylation (0–1). (**B**) Methylation metaplots over euchromatic (upper) or heterochromatic (lower) transposable elements (TEs) (as in Figure 3, with individual biological replicates plotted separately).

Next, we compared methylation levels in euchromatic versus heterochromatic TEs. Heterochromatic TEs experienced major increases in CG and CHG methylation in *h1* as previously reported (Zemach et al., 2013), and these were independent of NRPE1 function, as the same increases were observed in *nrpe1/h1* (Figure 3B). CHH levels were largely unchanged at heterochromatic TEs in all mutant backgrounds (Figure 3B). At euchromatic TEs, CG and CHG methylation levels were largely unchanged in *h1*, while CHH levels were markedly reduced as previously reported (Figure 3C). CHH methylation levels were further reduced in *nrpe1*, consistent with the well-established role of RdDM in maintaining CHH at euchromatic TEs (Stroud et al., 2013), with the additional mutation of *h1* in *nrpe1/h1* having a minimal effect (Figure 3C). However, we noticed that the loss of CHG methylation in *nrpe1* was largely rescued in the *nrpe1/h1* double mutant (Figure 3C). This striking effect was specific to euchromatic TEs. NRPE1 is therefore required for CHG methylation maintenance at euchromatic TEs and in the absence of H1, loss of RdDM can be functionally compensated for by other methylation pathways. This compensation is likely due to the action of CMT3 (Stroud et al., 2014; Zemach et al., 2013). The effect is reminiscent of *h1*’s amelioration of methylation loss in the chromatin remodeler mutant, *ddm1* (Zemach et al., 2013), and further supports a role for H1 in demarcating the boundary between heterochromatic and euchromatic methylation pathways.

Calling DMRs in the mutant backgrounds, we found that *h1* hyper CHG DMRs were by far the most numerous as compared to any other context (Figure 4A). Consistent with the average methylation chromosomal and TE plots, these hyper CHG DMRs were highly enriched over pericentromeric heterochromatin (Figure 4B). To gain insight into the functional context of methylation in these regions, we performed an overlap analysis between *h1* hyper CHG DMRs and DMRs from 96 other *Arabidopsis* gene silencing mutants that were published previously (Stroud et al., 2013). Building similarity matrices based on pairwise overlapping scores (Co-Occurrence Statistics), we observed the separation of clustering of mutants belonging to different functional pathways (Figure 4C, Figure 4—figure supplement 1), consistent with previous studies (Stroud et al., 2013; Zhang et al., 2018). The *h1* hyper CHG DMRs clustered primarily with components of the CG maintenance pathway, including *met1* and *vim1/2/3* (Figure 4D). Interestingly, the *h1* hyper CHG DMRs also clustered and correlated strongly with *ddm1* hyper CHH DMRs. As heterochromatic transposons are known to transition from a state of quiescence to being actively targeted by RdDM in the *ddm1* mutant (Panda et al., 2016), this again suggests that H1 controls regions of the genome that are susceptible to spurious RdDM targeting.

**Figure 4.**
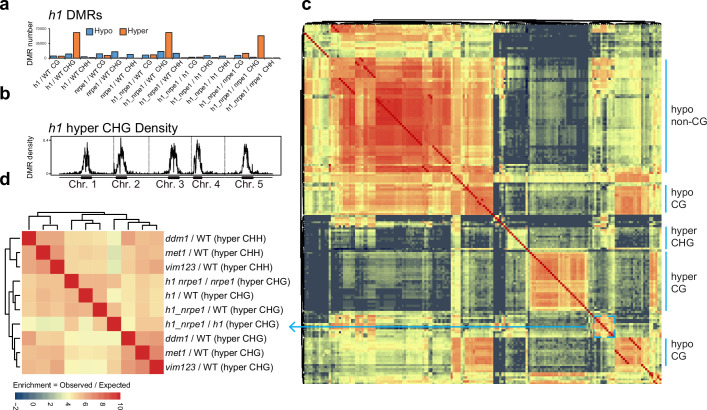
Overlap analysis of *h1* hyper CHG differentially methylated regions (DMRs) with 96 methylation mutants. (**A**) Number of hypo vs hyper DMRs in genotype comparisons indicated. (**B**) *h1* hyper CHG DMR frequency density plot over Chromosomes 1–5. (**C**) Similarity matrix based on pairwise overlapping scores (Co-Occurrence Statistics) of DMRs from 96 whole methylomes. The labels on the right summarise the major functional categories of the methylation mutant genotypes in the cluster block. (individual genotypes are shown in Figure 4—figure supplement 1). The color scale represents the number of observed DMR overlaps between the pairwise comparison indicated over the number of overlaps expected by chance (DMRs randomly distributed throughout the genome). Red means highly enriched overlapping DMRs (similar genomic distribution), blue means highly non-overlapping (different genomic distribution) (**D**) Zoomed in view of the cluster containing *h1* hyper CHG DMRs (**C**) (see blue box and arrow).

**Figure 4—figure supplement 1.**
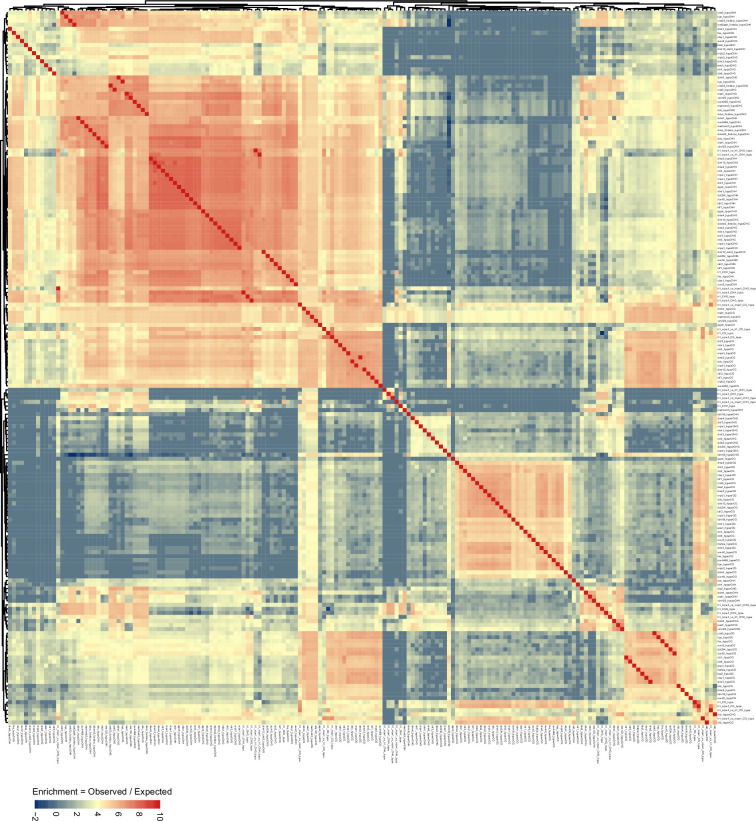
96 mutant genotype comparison, as shown in Figure 4, with differentially methylated region (DMR) genotype comparison labels shown for visual inspection.

While the majority of methylation changes observed in *h1* (hyper CG and CHG) were entirely independent of NRPE1, in the chromosomal plots we noted a subtle depletion of CHH methylation in the *h1/nrpe1* double mutant as compared to *h1* alone (Figure 3A), suggesting that redistribution of NRPE1 may have functional consequences on methylation patterning. To explicitly investigate these ectopically bound loci, we compared NRPE1 enrichment in WT versus *h1* and identified 15,075 peaks that have significantly higher NRPE1 signal in the *h1* mutant. 

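The WT and *h1* NRPE1 lists were merged into 22175 regions, of which 12310 held a peak in all 4 libraries. A peak in both *h1* libraries and in neither WT library was found in 2368 regions, with a median width of 407.5 bp. Groupings that pair 1 WT with 1 *h1* library gave 282, 128, 166 and 144 regions. Of the regions gained, 75.8% were pericentromeric and 66.8% overlapped merged H3K9me2 regions with peaks of both WT libraries, against 53.4% and 31.7% of the shared regions. When peaks within 500 bp of each other were merged, 709 regions were gained, and 31.3% of them were pericentromeric and 15.8% had H3K9me2, which is below the 38.3% and 19.2% of the shared regions in that setting. These shares under merging were looked at after the main values had been seen. Counted in bases, 6.27 Mb were covered in both *h1* lists and in neither WT list, and 85.5% of these were pericentromeric, a measure that was also chosen afterwards. The gained bases formed 14025 separate segments of at least 140 bp, the width of the shortest peak. H1 peaks of WT overlapped 75.1% of the gained regions and 41.7% of the shared ones. The gained regions with the highest −log10 p within their lists lay at 10016218 to 10016739 on chromosome 4 over EIF4E (AT4G18040), at 7831311 to 7831939 on chromosome 4 over the noncoding AT4G06070, and at 18608320 to 18608962 on chromosome 3 over AT3G50190. All 3 lie in the arms and overlap no such H3K9me2 region.

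**Figure D5:**
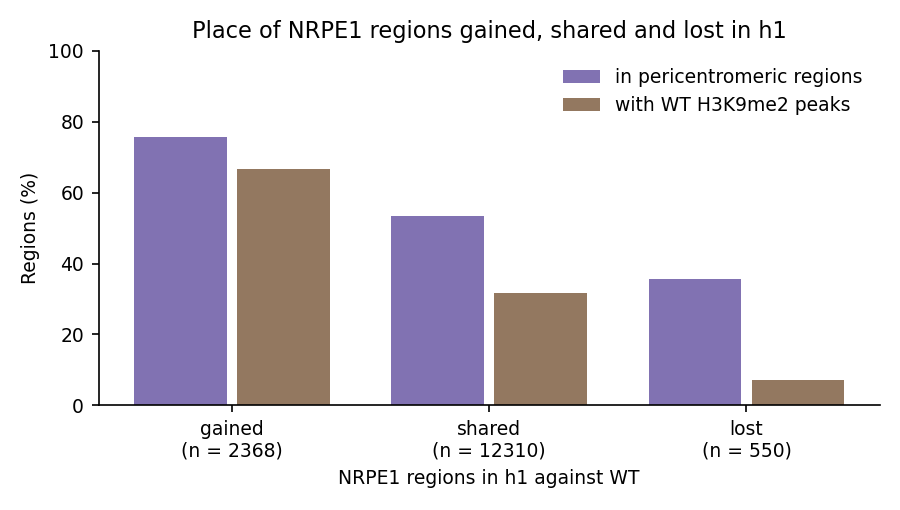
Percent of NRPE1 regions (vertical axis) that are pericentromeric or overlap merged H3K9me2 regions with peaks of both WT libraries, for regions gained, shared and lost in *h1* (horizontal axis, with their numbers). Bars are single values of the merged lists. The gained regions stand at 75.8% and 66.8%, the highest of the 3 groups, an order that holds for peaks that overlap or touch and changes when peaks within 500 bp are merged.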

At these regions, CG and CHG methylation changes broadly mirrored that of heterochromatic TEs, again supporting the notion that NRPE1 primarily redistributes to heterochromatic regions of the genome in *h1* (Figure 5A, Figure 5—figure supplement 1A). However, we also observed a significant depletion of CHH methylation at these regions in the *nrpe1/h1* double mutant, as compared to either the *h1* and *nrpe1* alone, which was not observed when looking at heterochromatic TEs as a whole (compare Figure 5A to Figure 3B). This indicates that NRPE1 facilitates active deposition of CHH methylation at these newly bound locations. 

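A peak in both WT libraries and in neither *h1* library was found in 550 NRPE1 regions, more than the groupings that mix genotypes gave. Of these, 35.6% were pericentromeric, 7.27% overlapped the merged WT H3K9me2 regions and 8.55% overlapped a WT H1 peak. The count was 1410 without WT replicate 1 and 1227 without WT replicate 2, since a peak was then required in 1 WT library only. In bases, 0.660 Mb were covered in both WT lists and in neither *h1* list. The lost region with the highest −log10 p within the WT lists spans 1951238 to 1952058 on chromosome 3, between AT3G06410 and AT3G00200, with fold enrichments of 12.0 and 17.99 in the WT replicates. The next lie at 557309 to 558423 on chromosome 3, over AT3G02610, and at 6879285 to 6880063 on chromosome 4, between AT4G05870 and AT4G11310.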

Reciprocally, we asked how methylation changes at regions of the genome that lose NRPE1 in *h1* (1,859 peaks), and we found that methylation levels are significantly depleted in all three contexts (CG, CHG, and CHH) in the *h1*, *nrpe1,* and *nrpe1/h1* double mutant backgrounds (Figure 5B, Figure 5—figure supplements 1B and 2). The mirrored loss and gain of methylation with changes in NRPE1 occupancy indicates that NRPE1 redistribution in *h1* directly impacts methylation patterning in cis.

**Figure 5.**
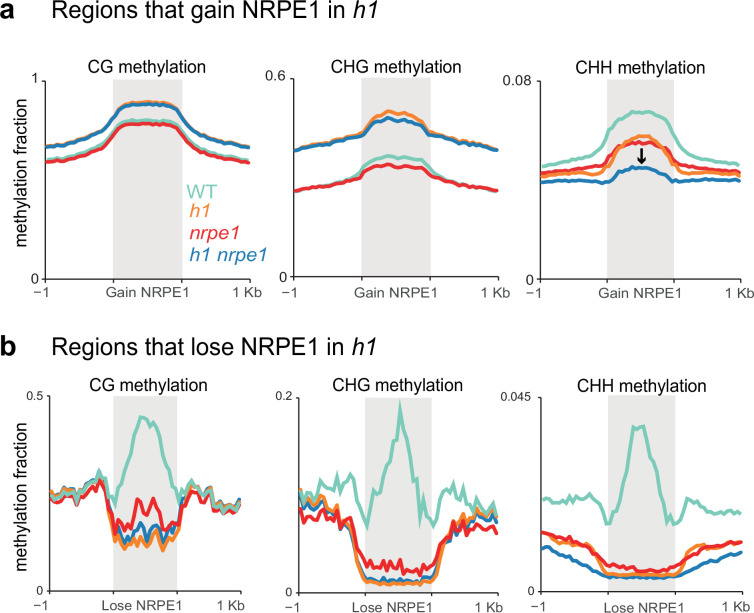
Patterns of NRPE1 re-localization in *h1* show corresponding methylation changes. (**A**) Methylation metaplot in the genotypes indicated over regions of the genome that gain NRPE1 in *h1*. Arrow highlights the change in average CHH methylation in the *h1/nrpe1* double mutant as compared to the single mutants. (**B**) Methylation metaplot of the genotypes indicated over regions of the genome that lose NRPE1 in *h1*.

**Figure 5—figure supplement 1.**
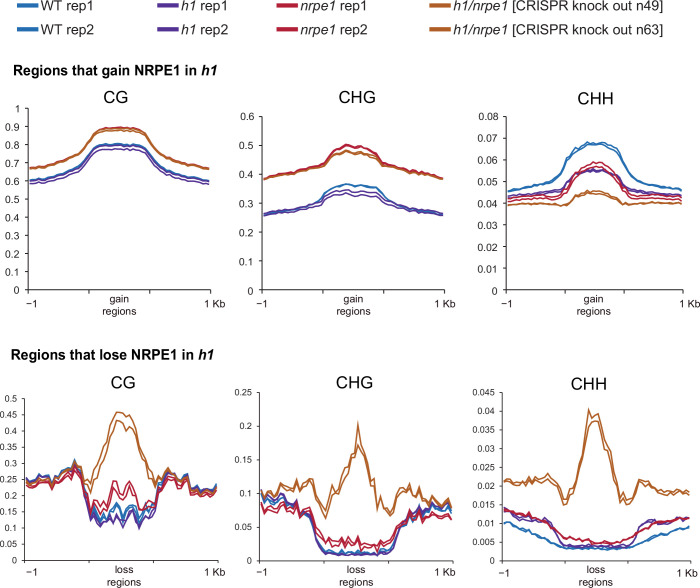
Same data as shown in Figure 5, with individual biological replicates plotted separately.

**Figure 5—figure supplement 2.**
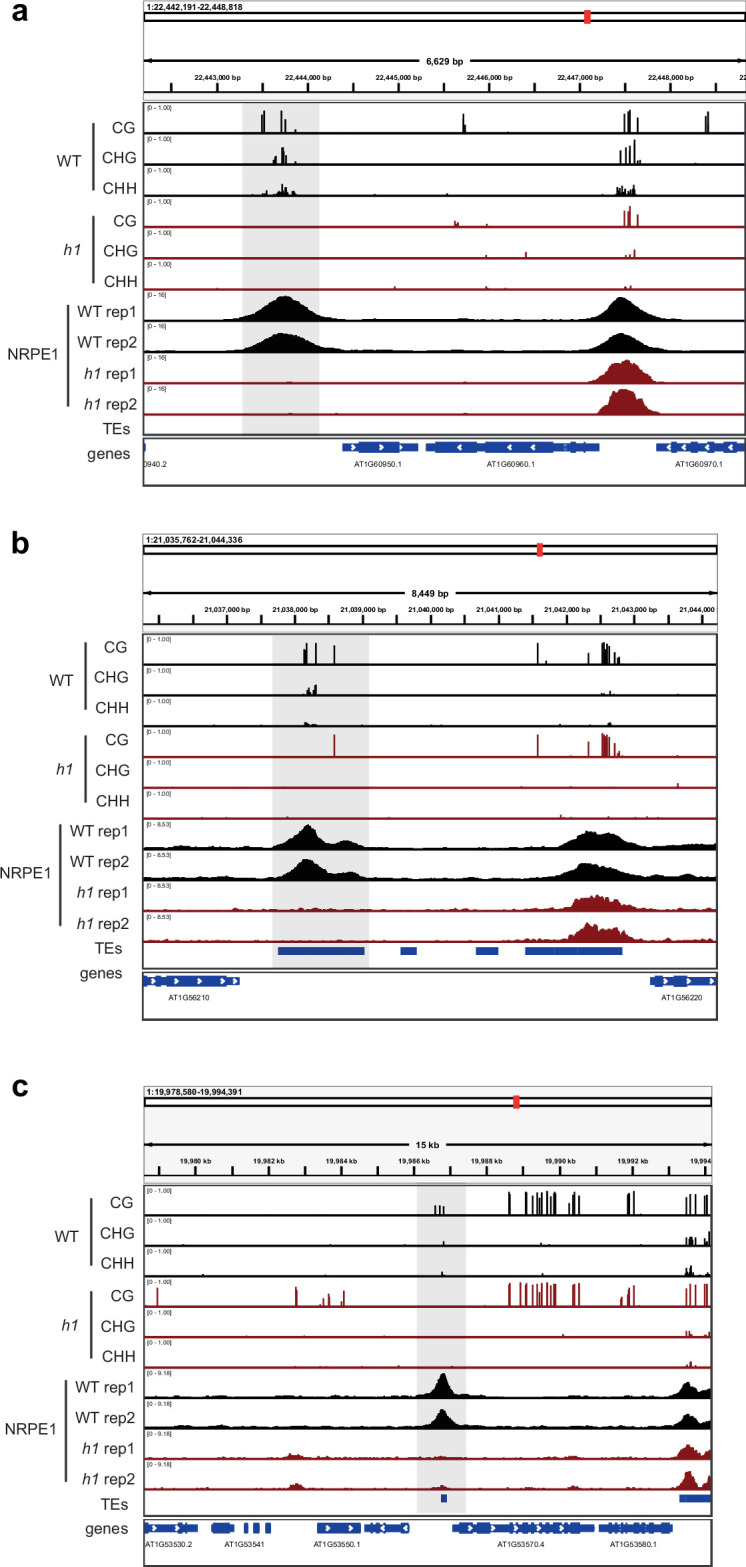
Genome browser images of representative regions that lose both NRPE1 occupancy and DNA methylation in *h1*. Regions are highlighted in gray.

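The windows of this figure lie on chromosome 1 of TAIR10. In the upper one, NRPE1 peaks covered 19.3% and 19.2% in WT and 9.43% and 8.42% in *h1*. The WT peaks at 22443360 to 22444079 (replicate 1) and 22443356 to 22444089 (replicate 2), upstream of AT1G60950, had no counterpart in *h1*. In the middle one, coverage was 16.5% and 20.0% in WT and 8.71% and 8.96% in *h1*, and the peaks between 21037925 and 21039013 were present in WT only. In the lower one, coverage was 6.14% and 6.62% in WT and 4.81% and 4.84% in *h1*. A peak next to MAP3KA (AT1G53570), at 19986691 to 19987100 in WT replicate 1 and 19986692 to 19987084 in WT replicate 2, was absent from the *h1* lists. None of these windows held an H3K9me2 peak in WT or *h1*, or an H1 peak in WT.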

The results thus far support a model whereby H1 prevents RdDM encroachment into heterochromatin. As H1 likely restricts access by reducing chromatin accessibility at these regions, we reasoned that this effect would not be RdDM specific and could affect other machinery in a similar manner. The SUVH1 methyl binding protein directly binds CHH methylation in vitro, yet shows strong preferential recruitment to RdDM over CMT dependent sites in vivo (Harris et al., 2018). Along with SUVH3, SUVH1 functions to protect the expression of genes residing nearby to RdDM-targeted transposable elements by recruiting DNAJ1/2 transcriptional activators. We therefore wondered whether the SUVH1’s occupancy might also be affected by H1. To test this, we performed ChIP-seq on SUVH1-3xFLAG in an *h1* mutant background (Figure 6A). 

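SUVH1-3xFLAG was precipitated with an antibody against the FLAG tag, and the authors deposited the peaks of each of the 2 *h1* libraries. The lists held 18181 and 13938 peaks, which covered 9.26 and 7.34 Mb, with a median width of 345 bp in both. The replicates shared 0.438 of the bases covered in either, and 73.4% and 67.8% of their peaks were pericentromeric. SUVH1 libraries from plants with H1 are not analysed here, so the values describe *h1* alone and give no change from WT.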

As with NRPE1, SUVH1 was generally enriched throughout the genome in *h1*, but the effect was strongest over heterochromatin (long TEs, *cmt2*-dependent hypo-CHH DMRs, and heterochromatic TEs, Figure 6B). 

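In *h1*, SUVH1 peaks covered 35.5% and 40.6% of the bases of TEs of 0.5–1 kb and 39.1% and 29.6% of those of more than 5 kb. Long minus short, this is 3.65 points in replicate 1 and −11.0 points in replicate 2, a mean of −3.66 ± 10.3 (SD, n = 2), so the replicates have opposite signs. A SUVH1 peak in both libraries was present on 7.85% of the NRPE1 regions gained in *h1*, on 50.8% of the shared regions and on 2.73% of the lost regions. Random placement on the same chromosome gave 10.5%, 16.3% and 9.81% (1000 placements, permutation p = 0.002 for each, as low as their number permits). For the gained regions, placement within the same 100-kb window gave 21.7%. Against placement on the chromosome, their direction depends on asking for both libraries, since the share was 28.5% with the peaks of replicate 1 alone and 12.7% with those of replicate 2 alone, which is 13.98 and 1.08 points above such placement; single libraries were not compared with placement within the window. From the enrichment of SUVH1 together with that of H3K27me3, which is not analysed here, the paper concludes that H1 acts in a manner that is not specific to RdDM.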

At the transcript level, we saw no evidence that SUVH1 or related complex components are upregulated in the *h1* mutant background (Supplementary file 1), however, we cannot rule out the possibility that the SUVH1-3xFLAG transgene is expressed more highly in *h1*. Teano et al recently showed that polycomb dependent H3K27me3 is redistributed in *h1*. We compared sites that gain NRPE1 to sites that gain H3K27me3 in *h1*, finding a statistically significant overlap (2.4 fold enrichment over expected, hypergeometric test p-value 2.1e^–71^). Reciprocally, sites that lose NRPE1 were significantly enriched for overlap with H3K27me3 loss regions (1.6 fold over expected, hypergeometric test p-value 1.4e^–4^). This indicates that RdDM and H3K27me3 patterning are similarly modulated by H1. To directly test this, we reanalyzed the H3K27me3 ChIP-seq data from Teano et al., finding coincident enrichment and depletion of H3K27me3 at sites that gain and lose NRPE1 in *h1* (Figure 6E). Therefore, H1 acts in a non-RdDM-specific manner, to prevent euchromatic machinery from heterochromatic encroachment, likely through promoting nucleosome compaction and restricting access to chromatin.

**Figure 6.**
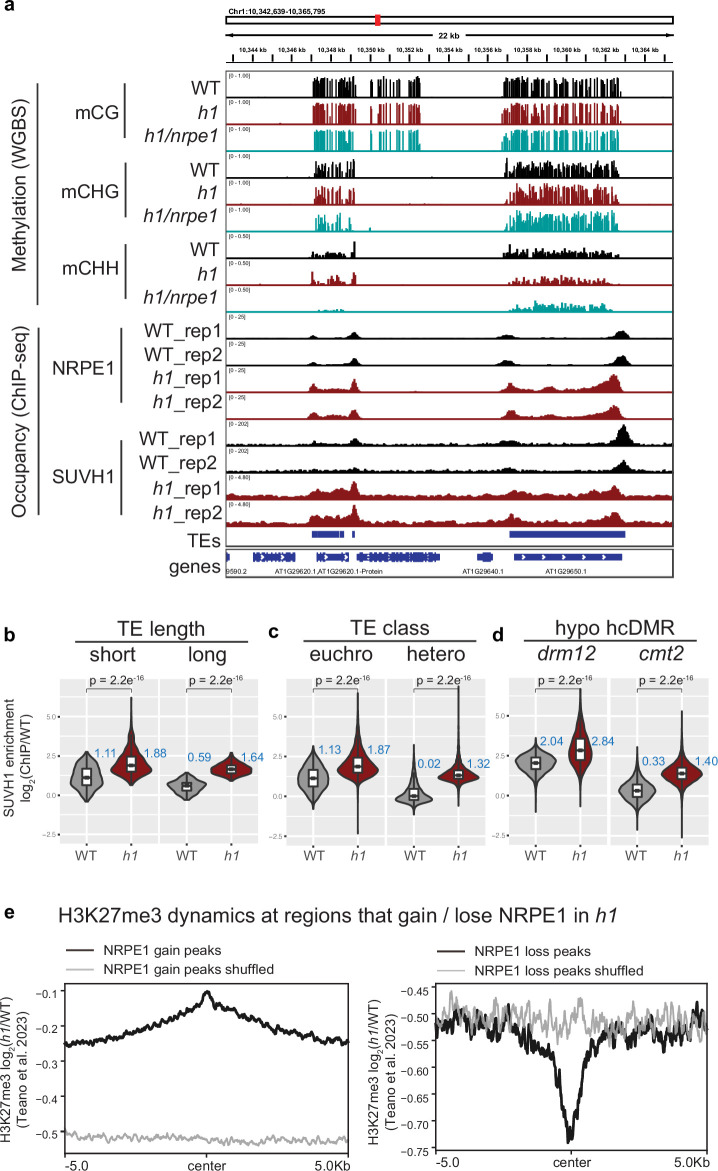
SUVH1 and H3K27me3 encroaches heterochromatin in an *h1* mutant background. (**A**) Genome browser image showing SUVH1 re-localization in *h1* mirrors that of NRPE1. (**B–D**) Boxplot inlaid violin plots (boxplot medians shown in blue) showing SUVH1 enrichment in wild-type (WT) vs *h1* at short vs long transposable elements (TEs) (**B**), at euchromatic vs heterochromatic TEs (**C**) and at *drm12* vs *cmt2* hypo CHH differentially methylated regions (DMRs) (**D**). Wilcoxon rank sum test p-values indicated. (**E**) Metaplot of H3K27me3 dynamics in *h1* over regions that gain or lose NRPE1 in *h1*.

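In the window of Figure 6A, on chromosome 1 of TAIR10, a TE of Supplementary file 3 lies from 10357358 to 10363358, over the pseudogene AT1G29650. In *h1*, a single NRPE1 peak in each replicate began before the TE and ended inside it, close to its end, from 10356910 to 10363267 and from 10356901 to 10363219. Over the whole window, the WT lists had 8 and 11 NRPE1 peaks with 32.8% and 36.8% of bases covered, and the *h1* lists 2 and 2 peaks with 39.0% and 38.7%. SUVH1 peaks in *h1* numbered 3 and 5 and covered 22.3% and 19.9%. Over the TE, they lay towards its ends, at 10357285 to 10358203 and 10361293 to 10363031 in replicate 1.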

## Discussion

Here, we show that loss of H1 results in redistribution of RdDM from euchromatic to heterochromatic regions, consistent with recent findings from small RNA data (Choi et al., 2021; Papareddy et al., 2020). This ectopic accumulation results in modest but detectable NRPE1-dependent methylation, and it would be interesting to determine whether Pol V transcript production and DRM2 methyltransferase recruitment occur in a similar manner to euchromatin in these regions. It is important to note that NRPE1 binding was generally increased in the *h1* mutant (both euchromatin and heterochromatin), consistent with H1’s widespread occupancy through the genome, but that the effect was strongest in heterochromatin where H1 shows maximal enrichment (Bourguet et al., 2021; Choi et al., 2020; Rutowicz et al., 2019). The antagonism of RdDM by H1 is non-reciprocal, as H1 levels were not affected by RdDM loss, or artificial gain at ectopic regions of the genome. H1-mediated restriction could be in part due to its structural capacity to reduce linker DNA flexibility (Bednar et al., 2017), thereby reducing polymerase access to unwind and interact with genomic DNA. Pol V requires the DDR complex for efficient association with chromatin (Wongpalee et al., 2019), so the presence of H1 could present an additional barrier to this complex. Mammalian H1 has been shown to compact chromatin in part through the phase-separating property of its highly charged intrinsically disordered domain (Gibson et al., 2019). Consistent with this, very recent work in *Arabidopsis* showed that H1 induced phase separation and that this capacity was essential for the stability of heterochromatic nuclear foci (He et al., 2024). Therefore, another possibility is that high H1 occupancy creates a biophysical environment that excludes Pol V and related complexes. Our data together with the observed heterochromatic encroachment of Pol IV-dependent small RNAs in *h1* (Choi et al., 2021; Papareddy et al., 2020)*,* along with H1’s recently described role in preventing spurious antisense transcription at protein-coding genes (Choi et al., 2020), support a polymerase indiscriminate model for H1’s antagonism.

Small RNAs are relatively abundant in heterochromatin, despite Pol lV and RdDM being dispensable for methylation in these regions (Stroud et al., 2014). This suggests that Pol IV occupies heterochromatin, but that RdDM is either impotent for methylation deposition or acts redundantly with the CMT/KYP pathway. Here we detect NRPE1-dependent methylation at heterochromatic loci in *h1,* and combined with the finding that Pol V does not appreciably enter these regions in WT, suggests that H1 prevents RdDM from fully mobilizing in these regions by blocking Pol V. Recent evidence suggests that Pol V can be directly recruited by small RNAs to establish methylation (Sigman et al., 2021), and therefore mechanisms that preclude Pol V recruitment to heterochromatin would be particularly crucial in preventing redundant RdDM activity at regions where methylation has already been established.

In *Arabidopsis thaliana*, RdDM targets evolutionarily young transposable elements (Zhong et al., 2012). H1 therefore helps to improve the efficiency of RdDM by focusing it on TEs with the greatest potential to mobilize. As transposons age, they eventually become targeted by CMTs. How this transition occurs is unclear, but our results indicate a potential role for the progressive accumulation of H1 in this process. Interestingly in tomato, CMTs rather than RdDM target the evolutionarily younger elements (Wang and Baulcombe, 2020), therefore it will be important to determine whether H1 plays a similar role in maintaining the barrier between methylation pathways in this context. Recent work has shown that H1 co-operates with H2A.W to promote compaction at heterochromatic regions (Bourguet et al., 2021). However, H2A.W was found to antagonize rather than promote H1 deposition at heterochromatin. Therefore, the features that drive H1 to preferentially incorporate into heterochromatin are yet to be discovered.

## Methods

### Plant materials and growth conditions

*Arabidopsis thaliana* plants in this study were Col-0 ecotype and were grown under 16 h light: 8 hr dark condition (on soil), or under constant light (on plates). The following plant materials were used: wild-type (WT, non-transgenic), *h1* (double homozygous mutant consisting of, *h1.1–1* [SALK_128430] and *h1.2–1* [GABI_406H11], originally described by Zemach et al., 2013), *nrpe1* (*nrpe1-11* [SALK_029919]), ZF-DMS3 (this is a homozygous transgenic line containing the pEG302-DMS3-3xFLAG-ZF construct in Col-0 WT, originally described by Gallego-Bartolomé et al., 2019), SUVH1-3xFLAG in *suvh1* (this is a complementing homozygous transgenic line containing the pEG302-gSUVH1-3xFLAG construct in *suvh1-1*, originally described by Harris et al., 2018), SUVH1-3xFLAG in *h1* (this line was generated for this work, by transforming the same pEG302-gSUVH1-3xFLAG construct into the *h1.1–1* [SALK_128430 ] and *h1.2–1* [GABI_406H11] double mutant background), and the *h1*/*nrpe1* CRISPR lines (described below).

### Generation of CRISPR lines

Two independent NRPE1 knockout lines were generated in the background of *h1* (*h1.1–1 h1.2–1* double, see above), designated as *h1/nrpe1* cKO_49 and *h1/nrpe1* cKO_63. The lines were generated using the previously published pYAO::hSpCas9 system (Yan et al., 2015) as described by Ichino et al., 2021. 

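NRPE1 (AT2G40030) spans 16714460 to 16723718 on chromosome 2 of TAIR10.1, and its RefSeq transcript has 18 exons, with the first coding base, 16715089, in exon 2. The guide ATTCTTGACGGAGAGATTGT matches the plus strand at 16715113 to 16715132, inside exon 2 and next to the PAM TGG. The guide TCTGGCACTGACAAACAGTT matches the minus strand at 16716676 to 16716695, inside exon 7 and next to the PAM AGG. The expected cut positions are 1549 bp apart. The noncoding first exon is counted in this numbering.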

Briefly, the two guides (ATTCTTGACGGAGAGATTGT, and TCTGGCACTGACAAACAGTT) targeting hSpCas9 to NRPE1 (AT2G40030) exons were sequentially cloned in the SpeI linearized pYAO::hSpCas9 construct by In-Fusion (Takara, cat #639650). The final vector was electroporated into AGL0 agrobacteria and transformed in *h1* mutant plants by agrobacterium-mediated floral dipping. T1 plants were selected on ½ MS agar plates with hygromycin B and were PCR genotyped to identify plants with deletions spanning the guide region. Selected lines were taken to T2 and genotyped to identify those that had segregated out the pYAO::hSpCas9 transgene. Cas9 negative plants that were homozygous for an NRPE1 deletion (*h1/nrpe1* cKO_49) or an indel-induced frameshift to premature stop codon (*h1/nrpe1* cKO_63) were confirmed in the T3 generation (see Figure 3—figure supplement 1).

### Chromatin immunoprecipitation sequencing (ChIP-seq) and western blot

All the materials for ChIP used in this paper were from pooled 10–12 days old seedlings grown on Murashinge and Skoog agar plates (1/2 X MS, 1.5% agar, pH5.7). The ChIP protocol used has been previously described (Ichino et al., 2021; Villar and Kohler, 2018), with minor modifications. Briefly, 2–4 g of seedling tissue was used for each sample. Samples were ground in liquid nitrogen and crosslinked for 10 or 12 min at room temperature in Nuclei Isolation buffer (50 mM Hepes pH8, 1 M sucrose, 5 mM KCl, 5 mM MgCl2, 0.6% triton X-100, 0.4 mM PMSF, 5 mM benzamidine hydrochloride, cOmplete EDTA-free Protease Inhibitor Cocktail (Roche)) containing 1% formaldehyde. The crosslinking reactions were stopped with 125 mM glycine by incubation at room temperature for 10 min. Crosslinked nuclei were filtered through one layer of miracloth, washed with Extraction Buffer 2, centrifuged through a layer of Extraction Buffer 3, and lysed with Nuclei lysis buffer (buffer compositions are described in the published protocol [Villar and Kohler, 2018]). Chromatin was sheared using a Bioruptor Plus (Diagenode) (20 cycles of 30 s on and 30 s off) and immunoprecipitated overnight at 4 °C with an antibody. anti-NRPE1 (endogenous antibody, described in Liu et al., 2018), anti-H1 (Agrisera, AS11 1801), anti-H3K9me2 (abcam, 1220), anti-H3 (abcam, 1791), anti-FLAG (for both the SUVH1-3xFLAG and the DMS3-ZF ChIPs, we used Anti-FLAG M2 (Sigma, F1804)). 25 µl each of Protein A and Protein G magnetic Dynabeads (Invitrogen) were added to each sample and incubated for 2 more hours at 4 °C. The immunoprecipitated chromatin was washed with Low Salt (2 X), High Salt, LiCl, and TE buffers, for 5 min each at 4 °C (buffer compositions are described in the published protocol [Villar and Kohler, 2018]) and eluted twice with 250 µl of elution buffer (1% SDS and 0.1 M NaHCO3) in a thermomixer at 65 °C and 1000 rpm, 20 min for each elution. Reverse crosslinking was performed overnight at 65 °C in 0.2 M NaCl, and proteins were degraded by proteinase K treatment at 45 °C for 5 hr. The DNA fragments were purified using phenol:chloroform and ethanol precipitated overnight at –20 °C. Libraries were prepared using the Ovation Ultralow System V2 kit (NuGEN, 0344NB-A01) following the manufacturer’s instructions, with 15 cycles of PCR. Libraries were sequenced on a HiSeq 4000 or NovaSeq 6000 instrument (Illumina) using either single- or paired-end 50 bp reads.

For the western blot shown in Figure 2—figure supplement 2, 100 ul of sheared chromatin was used as the input material for SDS-PAGE (as previously described [Harris et al., 2016]), using the anti-NRPE1 and anti-H1 antibodies described above.

### ChIP-seq data analysis

ChIP-seq data were aligned to the TAIR10 reference genome with Bowtie2 (v2.1.0) (Langmead and Salzberg, 2012) allowing only uniquely mapping reads with zero mismatch. Duplicated reads were removed by Samtools. ChIP-seq peaks were called by MACS2 (v2.1.1) and annotated with ChIPseeker (Yu et al., 2015). Bigwig tracks were generated using the deepTools (v2.5.1) (Ramírez et al., 2016) bamCompare function, with samples scaled by mapped read count (--scaleFactorsMethod readCount) prior to log_2_ ratio or subtraction normalization against corresponding input (Liu et al., 2018) or control samples. These tracks were used to generate metaplots using the computeMatrix and plotProfile/plotHeatmap functions in deepTools. Differential peaks were called by the bdgdiff function in MACS2 (Zhang et al., 2008).

### Whole-genome bisulfite sequencing (BS-seq) library preparation

Whole genome bisulfite sequencing libraries were generated as previously described (Harris et al., 2016), with minor modifications. The DNeasy Plant Mini Kit (Qiagen #69104) was used to isolate genomic DNA. 150 µg of genomic DNA was used as input, a Covais S2 instrument was used for shearing (2 min), the Epitect Kit (QIAGEN #59104) was used for bisulfite conversion, and the Ultralow Methyl Kit (NuGEN) was used for library preparation and paired-end libraries were sequenced on a NovaSeq 6000 instrument.

### Whole-genome bisulfite sequencing (BS-seq) data analysis

Previously published whole-genome bisulfite sequencing data for mutants and wild type were reanalyzed from previous paper (Stroud et al., 2013). Briefly, Trim_galore (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/; Krueger, 2019) was used to trim adapters. BS-seq reads were aligned to TAIR10 reference genome by BSMAP (v2.90) and allowed two mismatches and 1 best hit (-v 2 w 1) (Xi and Li, 2009). Reads with three or more consecutive CHH sites were considered as unconverted reads and filtered. DNA methylation levels were defined as #mC/ (#mC + #unmC). DMR overlapping analysis were conducted by mergePeaks (-d 100) of Homer (Heinz et al., 2010) with WGBS data published previously (Stroud et al., 2013). The estimated conversion rates for all WGBS libraries are provided in Supplementary file 2.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE225480.The pipelines and codes for downstream analysis are available on GitHub (https://github.com/Zhenhuiz/H1-restricts-euchromatin-associated-methylation-pathways-from-heterochromatic-encroachment, copy archived at Zhenhuiz, 2023). The bed files used to generate the plots are supplied in Supplementary file 3. The following dataset was generated: HarrisCJ ZhongZ 2023H1 restricts euchromatin-associated methylation pathways from heterochromatic encroachmentNCBI Gene Expression OmnibusGSE22548010.7554/eLife.89353PMC1113947738814684 The following previously published datasets were used: ChoiJ LyonsDB KimMY 2019DNA methylation and histone H1 jointly repress transposable elements and aberrant intragenic transcriptsNCBI Gene Expression OmnibusGSE12239410.1016/j.molcel.2019.10.01131732458 WolffL ConciaL BiocaninI BourbousseC BarnecheF 2023Linker histones mediate sequence-specific regulation of chromosomal organization and H3K27me3 enrichment over genes and telomeric repeats (ChIP-RX)NCBI Gene Expression OmnibusGSE160410

# Supplementary material for: H1 restricts euchromatin-associated methylation pathways from heterochromatic encroachment
**Source:** eLife. 2024 May 30;12:RP89353. doi: 10.7554/eLife.89353
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | N/A |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Methods: “Chromatin immunoprecipitation sequencing (ChIP-seq) and western blot” |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |  | N/A |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). | Methods: “Plant materials and growth conditions:” |  |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination |  | N/A |
| Randomisation |  | N/A |
| Blinding |  | N/A |
| Inclusion/exclusion criteria |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Methods, Results and Figure Legends. |  |
| Define whether data describe technical or biological replicates. | Methods, Results and Figure Legends. |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Figure legends and Methods. |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Methods: “Data and code availability:” |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Methods: “Data and code availability:” |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Methods, Results and Supplementary Files. |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Methods: “Data and code availability:” |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | Methods: “Data and code availability:” |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. | Methods: “Data and code availability:” |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

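The re-analysis covers 18 peak lists from ChIP-seq of Arabidopsis, 2 libraries for each of 9 combinations of antibody and genotype: NRPE1 in WT, *h1* and ZF108-DMS3, H1 in WT, *nrpe1* and ZF108-DMS3, H3K9me2 in WT and *h1*, and SUVH1-3xFLAG in *h1*. The other 16 libraries of the study, which are H3 ChIP-seq and whole genome bisulfite sequencing, were not used here, and neither were the tracks behind the metaplots. The methods and the extraction protocol give pooled seedlings of 10 to 12 days as the material of all ChIP, while the labels of the samples give floral tissue; the methods were followed.

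According to the methods, the authors aligned reads to TAIR10 with Bowtie2, kept uniquely mapping reads without mismatches, removed duplicates with Samtools and called peaks with MACS2. The files hold the result for each library separately, without pooling. The fold enrichment of each peak is the value the authors' peak caller gave over its local background. The −log10 p and −log10 q of each peak were likewise deposited as MACS2 wrote them, and the highest q in any list is 0.0499. The score column of the deposited lists was not used. The offset of each summit from the start of its peak was used as the authors gave it. The methods name input or control samples for the tracks, and their text does not say which control or settings were used to call peaks. Since the lists give no reads, the depth of each library is unknown, no interval was computed, and differences in depth between lists could not be corrected.

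Peaks on the 5 nuclear chromosomes were kept, and those on organelle genomes were left out; only the H3K9me2 lists held any. The end of every peak and of every TE lay within the chromosome lengths of the TAIR10.1 annotation, which was used for genes and for the NRPE1 transcript. Coordinates are printed counting from 1. TEs were taken from the sheet of Supplementary file 3 on long and short TEs, the only sheet of coordinates held in full, and repeated entries were counted once. The sheets on DMRs, on euchromatic and heterochromatic TEs and on off-target sites are held only in part, so the comparisons that need them were left out. Methylation, H3K27me3, accessibility and expression were not analysed here.

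Peaks of the lists compared were merged where they overlapped or touched, and a merged region counted as gained or lost when both libraries of one genotype had a peak in it and neither library of the other had. The same count for groupings of 1 library of each genotype was set beside it. Such a grouping needs a peak shared by both genotypes, so where these differ it can understate differences between replicates. TEs and regions were taken to have H3K9me2 when they overlapped a merged H3K9me2 region that held peaks of both WT libraries. Regions overlapped a feature when they shared at least 1 bp, and the bodies of long TEs were the bases more than 1 kb from both ends. Pericentromeric regions were read from Figure 1G to whole megabases. Overlaps of regions with H1 or SUVH1 peaks were compared with 1000 random placements of the regions on their chromosome, with 0.002 as the smallest two-sided p. The placements took no account of where reads can map uniquely. Differences between genotypes were compared with the gap between replicates and by an exact permutation of the libraries, two-sided, which cannot give a p below 0.333 with 2 libraries per group. Each value describes the lists, and no difference between genotypes was called significant.

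The regions named in the text are those of the browser images in Figure 1A, Figure 6A and Figure 5—figure supplement 2, and, of the NRPE1 regions gained in *h1*, lost in *h1* and gained in ZF108-DMS3, the 3 with the highest −log10 p, averaged as percentiles within the authors' lists. This rule, the comparisons and most alternatives were fixed before the data were examined. The alternatives were peaks with a −log10 q of at least 3, an equal number of peaks per list, an overlap of at least 0.5 of the shorter interval, merging of peaks within 500 bp, pericentromeric windows of 100 kb with at least 10% of bases under WT H3K9me2 peaks, H3K9me2 peaks of either WT library, bodies of TEs from 0.5 or 2 kb inside the ends, random placement within the same 100-kb window, differences within replicate numbers, and leaving out each library in turn. Chosen after the data were seen were the counting of gained and lost bases, as segments and as total length, in place of regions, the merging within 500 bp when applied to the shares of gained regions, the grouping of NRPE1 regions by strength when applied to H1, and the results on chromosome arms. Lists of equal length were decided on in advance as an alternative, while their use as a test of the regions lost in ZF108-DMS3 and of the width of weaker peaks was chosen afterwards, as were the mixed groupings within the strongest group.

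The counting of regions was tested on simulated data. All 4 simulated lists of a comparison were copies of the list of WT NRPE1 replicate 1, with peak ends shifted slightly, a fixed small share of peaks dropped at random, spurious peaks added to each list, and 2000 gained and 500 lost regions written into the lists of one genotype. In the simulation of *h1* against WT, over 29514 regions, 91% of the gained and 90.6% of the lost regions were recovered, and 3.19% of the gained calls and 9.94% of the lost calls were false. In that of ZF108-DMS3 against WT, over 29515 regions, 90.25% and 87.4% were recovered, and 2.54% and 12.4% were false. The share recovered follows mainly from the share of peaks dropped, so this tests the counting and not how well the real lists separate genotypes. Gained and spurious regions were placed at least 1000 bp from the copied peaks and from each other. Gains beside a WT peak, which the real counting joins into shared regions, were therefore not simulated, and their loss is not in these shares. Of 200 sets of 1000 random regions tested for overlap with H1, 12 had a permutation p under 0.05. The TE bases covered by each of the 18 lists, and the Jaccard index of each list with that of WT H1 replicate 1, were also computed with bedtools 2.31.1, and 0 values differed. The computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.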

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

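The count with an equal number of peaks per list was decided on in advance, but its use as a test of the lost regions was chosen after these had been counted, as was the comparison with mixed groupings within the strongest group; the test by peak strength was chosen before.

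In ZF108-DMS3, 6576 NRPE1 regions had a peak in both WT libraries and in neither ZF108-DMS3 library, a signal at sites that the paper does not discuss. Groupings that pair 1 library of each genotype gave between 39 and 365 such regions. Of the lost regions, 71.7% were pericentromeric and 48.5% overlapped merged H3K9me2 regions with peaks of both WT libraries. The count was 12375 without ZF108-DMS3 replicate 2 and 13552 and 14156 without WT replicates 1 and 2, while it was 6776 without ZF108-DMS3 replicate 1. A count made with 1 library of a genotype asks for a peak, or for its absence, in fewer lists, so these numbers rise by construction.

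The values argue against the number of peaks per list, taken alone, as the whole cause. With the 18173 strongest peaks of each list, 3964 regions were lost, and the groupings that mix genotypes gave between 30 and 294. Lists of equal length need not reach equally far into the WT sites, because the ZF108-DMS3 lists also hold ectopic peaks. The count therefore says nothing beyond the length of the lists. In 4 groups of 4203 WT regions by strength, from the weakest to the strongest, 3444, 2512, 609 and 11 were lost. Counted in the same way in the strongest group of each grouping that mixes genotypes, 0, 0, 0 and 4 regions of 1139, 2600, 1175 and 2644 were lost. The 11 do not differ clearly from the highest of these, 4 of 2644 (Fisher's exact test over regions, two-sided, p = 0.432), so the strongest group decides nothing. The losses lie mostly in weaker WT regions, with 81.9% of the weakest group lost. ZF108-DMS3 lists that miss the weakest WT sites and a real loss of NRPE1 there cannot be told apart, because depth and background are not in the lists. The ZF108-DMS3 replicates share 0.330 of the bases covered in either. Whether tethered DMS3 draws NRPE1 away from its WT sites, the biological explanation that the design offers, was not tested and stays open.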

How the results depend on the processing

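The counting of gained and lost bases in place of regions, the merging of peaks within 500 bp for the shares of gained regions, and the tests in the arms were chosen after the results were seen; the other tests in this part were not.

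For 24 results, 181 alternatives were computed, of which 164 were planned and 17 added later. In 10 of them, each a difference of means taken within replicate numbers, the value cannot differ by arithmetic. Of the other 171, under 119 the value changed by less than the spread taken for that result or, for counts, by less than 1.5 times. Under 50 it moved further, and under 2 a direction reversed. The spread was the SD between replicates for most differences, and that of values from single lists for shares of regions. For the Jaccard index it was the SD over pairs of libraries, and for SUVH1 against random placement that of the placements. The results on bodies of long TEs, short TEs, TE length, TEs with H3K9me2, H3K9me2 in *h1*, H1 levels in *nrpe1* and ZF108-DMS3, SUVH1 over TEs and bases in the arms are those that no alternative moved beyond the spread. For some this spread is wide, and the sign of a difference that was not called changed when 1 library was left out: H3K9me2 over long TEs ranged from −15.1 to 8.97 points, the pericentromeric share of H3K9me2 from −1.61 to 2.94, H1 over TEs from −1.47 to 2.44, H1 at NRPE1 regions from −2.43 to 0.0237, H1 at ectopic regions from −0.161 to 0.161, and SUVH1 on long minus short TEs from −11.0 to 3.65. This last result was first treated as having a direction, and no longer after its sign was seen to differ between replicates. The unknown depth of the libraries limits every comparison of counts and widths between lists.

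With peaks of −log10 q of at least 3, the difference in the pericentromeric share of NRPE1 peaks was 5.98 points (3.62 with all peaks), the pericentromeric share of gained regions 77.4% (75.8%), the excess of H1 at WT NRPE1 regions over random placement 13.1 points (20.2), that at ectopic regions −15.3 (−17.3), that of SUVH1 at gained regions −3.97 (−2.68), the Jaccard index of H1 between genotypes 0.668 (0.652) and the difference in arm peaks −909 (−1165.5). With an equal number of peaks per list, the first 3 of these were 5.76, 77.3 and 9.00, the SUVH1 value was −0.246, and 3964 regions were lost in ZF108-DMS3 (6576). With pericentromeric windows set by H3K9me2, the first 2 were 6.79 and 67.2. With an overlap of 0.5 of the shorter interval, the H3K9me2 share of gained regions was 69.1% (66.8%), and the H1 values were 16.1 and −14.7; with H3K9me2 peaks of either WT library, that share was 68.9%. The cause was not tested for any of these.

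Merging peaks within 500 bp leaves fewer and wider regions by construction. It gave 709 gained and 292 lost regions in *h1* (2368 and 550), with 31.3% of the gained pericentromeric and 15.8% with H3K9me2, and 2743 lost in ZF108-DMS3. Counted as bases, the gained and lost regions came to 14025 and 1506 segments, and 85.5% of gained bases were pericentromeric. Placement within the same 100-kb window, which keeps each region within 100 kb of its place, gave 1.93 points for H1 at WT NRPE1 regions, −5.82 at ectopic regions and −13.9 for SUVH1.

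Leaving out 1 library at a time asks for peaks in fewer lists and so raised the counts: from 3479 to 5410 gained and from 694 to 1410 lost regions in *h1*, from 5298 to 12610 gained and from 6776 to 14156 lost in ZF108-DMS3. The count of lost regions in *h1* was highest without WT replicate 1, that of gained regions in *h1* without *h1* replicate 2, and in ZF108-DMS3 that of gained regions without ZF108-DMS3 replicate 2 and that of lost regions without WT replicate 2. The pericentromeric share of gained regions ranged from 77.1% to 84.1% and the H3K9me2 share from 66.5% to 75.6%. SUVH1 was on 12.7% to 28.5% of gained regions (7.85% with both libraries), and its difference from random placement on the chromosome reversed, to 1.08 points without SUVH1 replicate 1 and 13.98 without replicate 2.

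Libraries of the same number were on the same side of their group means in 4 of 6 measures, so they were taken to share only a number. With a replicate block, in which each mutant or ZF108-DMS3 library is set against the WT library of its number, the mean counts were 4787.5 gained and 1538 lost in *h1* and 9520 gained and 14931.5 lost in ZF108-DMS3, and the 10 other blocked values equal those without the block by arithmetic, so they say nothing about stability.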

Differences from the paper's values

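The count of segments of bases and the comparison by strength of NRPE1 regions are the tests in this part that were chosen after the result was seen, together with those in the arms. A gap is called closed where neither count is more than 1.5 times the other. Counts without 1 library and within replicate numbers ask for a peak, or for its absence, in fewer lists and so rise by construction.

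The paper gives 15075 NRPE1 regions gained in *h1*, and 2368 were counted here. None of the alternatives set before the data were examined closed the gap: the count was 2422 with −log10 q of at least 3, 1773 with an equal number of peaks per list, 2786 with an overlap of 0.5 of the shorter interval, 709 with merging within 500 bp, 4787.5 within replicate numbers, and from 3479 to 5410 with 1 library left out. Counting segments of gained bases, chosen after seeing that regions gave fewer and that segments lay near the paper's count, gave 14025.

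The paper gives 1859 NRPE1 regions lost in *h1*, and 550 were counted here. Of the alternatives set before the data were examined, the gap closed without WT replicate 1, with 1410, and within replicate numbers, with 1538. It did not close with −log10 q of at least 3 (517), an equal number of peaks (615), an overlap of 0.5 of the shorter interval (608), merging within 500 bp (292), or without WT replicate 2 (1227), *h1* replicate 1 (863) or *h1* replicate 2 (694). Segments of lost bases, chosen after seeing the values, gave 1506.

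The paper gives more than 10000 ectopic NRPE1 sites for ZF108-DMS3, citing an earlier study of the line and not these libraries, and 5268 were counted here, so the counts have different bases. Of the alternatives set before the data were examined, the gap closed without ZF108-DMS3 replicate 2, with 12610, which exceeds 10000, and within replicate numbers, with 9520, which stays below it. The others gave 4906 with −log10 q of at least 3, 5058 with an equal number of peaks, 5486 with an overlap of 0.5 of the shorter interval, 4227 with merging within 500 bp, 5298 and 5492 without WT replicates 1 and 2, and 6315 without ZF108-DMS3 replicate 1.

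The paper states that NRPE1 is depleted from chromosomal arms in *h1*. Here the number of arm peaks fell by 1165.5 (a difference of −1165.5), while the share of arm bases covered rose by 0.873 points. In its discussion, the paper also states that NRPE1 binding rose in euchromatin as well as heterochromatin, which is the direction of the arm bases and not of the arm peaks.

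Figure 2B shows less H1 over published NRPE1 peaks than over shuffled ones. Here H1 peaks overlapped 39.3% and 41.7% of WT NRPE1 regions against 19.4% and 21.2% of random placements on the chromosome, and 37.4% and 39.7% within the same 100-kb window. In the strongest of 4 groups of regions, a comparison chosen after these values were seen, the direction was that of the figure, with 14.6% and 17.04% against 20.2% and 22.5%, and in the next strongest group 20.7% and 22.8% against 25.9% and 28.3%.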

Other observations

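In this part, the test on the strongest NRPE1 regions was chosen after the results had been seen. Lists of equal length were decided on in advance, but their use to test whether weaker peaks alone are wider was chosen afterwards. The share of gained bases in regions with a WT peak rests on the counting of bases, which was also chosen after the data were seen. The other tests were not chosen afterwards.

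Fewer NRPE1 regions were gained in *h1* than the paper reports, although the peaks cover far more bases. Of the bases covered in both *h1* lists and in neither WT list, 87.6% lie in merged regions that also hold a WT peak. This is consistent with gains that extend WT peaks and are therefore joined into regions that count as shared. The differential calling of the paper works on signal and not on lists, and it was not repeated here, so other reasons for the gap stay open.

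H1 peaks overlapped WT NRPE1 regions more often than random placements on the chromosome, with a mean excess of 20.2 points. Placement within the same 100-kb window left an excess of 1.93 points, so that sharing windows of this size accounts for most of the excess. Domains smaller than the window are not held constant by this placement, so whether they account for the rest stays open. Overlap at the flanks of NRPE1 regions alone is argued against by the summits of WT NRPE1 peaks, which lay in WT H1 peaks 3.79 points more often than random positions in their window. In the strongest of 4 groups of NRPE1 regions the excess was −5.51 points, and in the weakest 15.0 points, which is consistent with an excess that comes from the weaker regions. The weakest group was 85.4% pericentromeric and the strongest 31.5%, so strength and position vary together. Whether weak NRPE1 peaks include background of heterochromatin shared by both antibodies was not tested, and the level of H1 within peaks is not in the lists.

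NRPE1 peaks cover more bases in *h1* with no more peaks. Peaks on short TEs outside merged H3K9me2 regions with peaks of both WT libraries had median widths of 791.5 and 915 bp in WT and 939 and 833 bp in *h1*. The difference of 32.75 bp is less than the gap between replicates. This argues against *h1* lists in which every peak is wider by more than that gap, and a smaller widening of all peaks could not show. The rule for reading this test was rewritten after its values were seen, without a change in its outcome. Peaks on WT H3K9me2 regions were 264 and 259 bp wide in WT and 527 and 478 bp in *h1*, and those off H3K9me2 493 and 517 bp in WT and 589 and 520 bp in *h1*. Off H3K9me2, too, both *h1* medians lay above both WT medians. A gain of NRPE1 in heterochromatin and *h1* libraries with wider peaks, only or mostly the weaker ones, through depth or background, cannot be told apart from these lists. With an equal number of peaks per list the difference over bodies of long TEs was 48.4 points, but the ends of each peak stay as the authors called them, and reads scaled to one depth would be needed to decide.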
